# Rif1 interacts with non-canonical polycomb repressive complex PRC1.6 to regulate mouse embryonic stem cells fate potential

**DOI:** 10.1186/s13619-022-00124-9

**Published:** 2022-08-02

**Authors:** Lu Li, Pishun Li, Jiale Chen, Li Li, Yunfan Shen, Yangzixuan Zhu, Jiayi Liu, Lu Lv, Song Mao, Fang Chen, Guang Hu, Kai Yuan

**Keywords:** 2C-like, Totipotency, MERVL, Rif1, PRC1.6

## Abstract

Mouse embryonic stem cells (mESCs) cycle in and out of a transient 2-cell (2C)-like totipotent state, driven by a complex genetic circuit involves both the coding and repetitive sections of the genome. While a vast array of regulators, including the multi-functional protein Rif1, has been reported to influence the switch of fate potential, how they act in concert to achieve this cellular plasticity remains elusive. Here, by modularizing the known totipotency regulatory factors, we identify an unprecedented functional connection between Rif1 and the non-canonical polycomb repressive complex PRC1.6. Downregulation of the expression of either Rif1 or PRC1.6 subunits imposes similar impacts on the transcriptome of mESCs. The *LacO-*LacI induced ectopic colocalization assay detects a specific interaction between Rif1 and Pcgf6, bolstering the intactness of the PRC1.6 complex. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) analysis further reveals that Rif1 is required for the accurate targeting of Pcgf6 to a group of genomic loci encompassing many genes involved in the regulation of the 2C-like state. Depletion of Rif1 or Pcgf6 not only activates 2C genes such as *Zscan4* and *Zfp352*, but also derepresses a group of the endogenous retroviral element *MERVL*, a key marker for totipotency. Collectively, our findings discover that Rif1 can serve as a novel auxiliary component in the PRC1.6 complex to restrain the genetic circuit underlying totipotent fate potential, shedding new mechanistic insights into its function in regulating the cellular plasticity of embryonic stem cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-022-00124-9.

## Background

As metaphorized in Waddington’s epigenetic landscape, the fate potential of mammalian early embryonic cells is increasingly straitened as development proceeds, from totipotency to pluripotency, all the way to terminal differentiation (Eckersley-Maslin et al. 2018; Xu et al. 2021). The molecular networks underlying this narrowing of differentiation potency have been under intensive investigations, leading to the ground-breaking rejuvenation of differentiated cells back to the pluripotent state (Takahashi and Yamanaka 2006). Sitting atop the Waddington’s landscape, cells of totipotency have received increasing attention in recent years because of their ability to produce a complete organism from a single cell (Ishiuchi and Torres-Padilla 2013; Le et al. 2020; Zhou and Dean 2015). One milestone discovery in this field is that the mouse embryonic stem cells (mESCs) in culture are not uniform, with a small population shifting in and out of a 2-cell (2C)-like totipotent state, as reflected by the transient expression of the 2C stage-specific endogenous retroviral element *MERVL* (Macfarlan et al. 2011; Macfarlan et al. 2012). Subsequent studies have further uncovered a set of characteristic features related to this totipotent state. At the epigenetic level, the 2C-like cells display attenuated higher-order chromatin organization, reduced global DNA methylation, and increased chromatin accessibility. Their histones are more mobile and harbor higher levels of active histone modifications, and their chromocenters are less organized relative to the pluripotent mESCs (Genet and Torres-Padilla 2020). These distinct epigenetic features coincide with a unique transcriptional program reminiscent of that of the 2C stage embryo, with downregulated pluripotent factors such as OCT4, SOX2, and NANOG, and upregulated 2C stage-specific genes (2C genes) including *Zfp352*, *Eif1a,* and the *Eif1a*-like cluster, the *Zscan4* cluster, as well as the repetitive elements *major satellites* and the aforementioned endogenous retrovirus *MERVL* (Eckersley-Maslin et al. 2018; Genet and Torres-Padilla 2020; Lu and Zhang 2015; Xu et al. 2021; Zhou and Dean 2015).

To date, many regulators have been identified to promote or repress the totipotent state. The transcription factor DUX, which can directly activate *MERVL* and *Zscan4*, is both necessary and sufficient to induce the 2C-like totipotency (De Iaco et al. 2017; Eckersley-Maslin et al. 2016; Hendrickson et al. 2017; Whiddon et al. 2017; Yang et al. 2020). Other factors upstream of *DUX*, such as Dppa2, Dppa4, and NELFA, can also activate the 2C program (De Iaco et al. 2019; Eckersley-Maslin et al. 2019; Hu et al. 2020; Yan et al. 2019). On the other hand, genome-wide knockdown screens have identified a vast array of repressors whose downregulation promotes the emergence of the 2C-like cells. These repressors include histone chaperone CAF1 complex, acetyltransferase Tip60/Ep400 complex, H3K9 methyltransferase Setdb1 and its binding proteins Trim28 and Atf7ip, DNA methyltransferase Dnmt1, chromosomal protein Smchd1, transcription factor Myc, RNA N(6)-methyladenosine (m^6^A) modification reader Ythdc1, RNA binding protein Lin28, and components in the post-translational modification SUMOylation pathway (Cossec et al. 2018; Fu et al. 2019b; Huang et al. 2021; Ishiuchi et al. 2015; Liu et al. 2021; Rodriguez-Terrones et al. 2018; Sun et al. 2022; Theurillat et al. 2020; Wu et al. 2020; Yan et al. 2019; Yang et al. 2015).

Several members of the polycomb-group proteins have been linked to the regulation of cell fate potential. The polycomb repressive system is conserved in the five major animal lineages, and in mammals, it has diversified into canonical (cPRC1) and non-canonical complexes (ncPRC1) to regulate a plethora of cellular processes (Schuettengruber et al. 2017). The ncPRC1 can be further divided into six subcomplexes PRC1.1–1.6. Each contains a distinct Pcgf subunit (Gao et al. 2012). The PRC1.6 complex, consisting of multiple subunits including Pcgf6, RNF2, RYBP, L3mbtl2, Mga, Max, and E2F6, is known to inhibit meiotic entry of embryonic cells by targeting meiosis and germline genes (Dahlet et al. 2021; Endoh et al. 2017; Liu et al. 2020; Maeda et al. 2013; Mochizuki et al. 2021; Suzuki et al. 2016; Uranishi et al. 2021). Depletion of PRC1.6 subunits such as Pcgf6 or L3mbtl2 results in multiple defects in embryonic development, including failure of gastrulation, abnormal axis development, and embryonic lethality (Endoh et al. 2017; Liu et al. 2020; Qin et al. 2012). Besides, Pcgf6 is reported to exert essential functions in maintaining pluripotency of embryonic stem cells (Zhao et al. 2017). Of note, knockdown many subunits in the PRC1.6 complex, such as Pcgf6, RNF2, RYBP, Mga, Max, and L3mbtl2, can significantly increase the proportion of 2C-like cells in mESCs, indicating that the PRC1.6 complex is also indispensable for the control of totipotent state (Cossec et al. 2018; Li et al. 2017; Rodriguez-Terrones et al. 2018).

First characterized as a Rap1-interacting factor participating in transcriptional silencing and regulation of telomeres (Hardy et al. 1992), Rif1 has multiple functions ranging from control of replication timing (Cornacchia et al. 2012; Foti et al. 2016; Gnan et al. 2021; Klein et al. 2021; Yamazaki et al. 2013; Yamazaki et al. 2012), promotion of non-homologous end joining (NHEJ) during the repair of DNA double-strand breaks (DSBs) (Chapman et al. 2013; Gupta et al. 2018; Mirman et al. 2018; Noordermeer et al. 2018), to decatenation of DNA bridges in mitosis (Bhowmick et al. 2019; Hengeveld et al. 2015; Zaaijer et al. 2016). We have identified Rif1 as a repressor of the expression of *MERVL* in a previous shRNA candidate screen (Li et al. 2017). Rif1 can bind many endogenous retroviruses and silence their transcription by recruiting a panel of epigenetic regulators. Depletion of Rif1 activates *MERVL* and many genes specifically expressed at the 2C embryo stage (Li et al. 2017), suggesting that it acts as a barrier during the transition from pluripotency to totipotency. However, it is still not clear how Rif1 functions in concert with other totipotency factors to regulate the cellular plasticity of embryonic stem cells.

In this report, by comparing the transcriptomic dynamics after downregulation of the known totipotency regulators, we reveal a novel link between Rif1 and the PRC1.6 complex. Rif1 interacts with Pcgf6, stabilizing the PRC1.6 complex and targeting it to a group of genomic loci involved in the regulation of the 2C-like state. Our finding sheds new light on the complex genetic circuit underlying the potency switch that may translate into improved reprogramming of somatic cells for better therapeutic uses.

## Results

### Transcriptomic correlation analysis reveals functional modules regulating mESCs fate potential

Many proteins have been identified to regulate the transitions between totipotency and pluripotency (Fig. 1A). To situate Rif1 in the regulatory circuit governing the metastable fate potential of mESCs, we first assembled the 21 repressors of the 2C-like totipotent state into a functional protein-protein interaction (PPI) network using STRING. Proteins belonging to the same complex (PRC1.6 complex) or involved in similar biological pathways such as SUMOylation and methylation were clustered, forming distinct functional modules. However, Rif1 was rather peripheral in the PPI network, with only a potential connection to the histone chaperone Chaf1a (Fig. 1B). 

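RNA-seq libraries from mESCs with a conditional knockout of Rif1 (Rif1 CKO), from mESCs carrying an shRNA against Pcgf6, RNF2 or Max (shPcgf6, shRNF2, shMax), and from wild-type (WT) mESCs were compared, with 2 biological replicates in each of the 5 groups. The Rif1 CKO cells had received 4-OHT, which switches on the recombinase that removes the floxed part of Rif1, at 0.2 μM for 2 days and were then cultured for 2 more days. Pcgf6 and RNF2 (gene Rnf2) belong to PRC1.6, a polycomb complex that also contains Max. The paper's Table S4 has columns for a non-targeting shRNA, which were not used here. No control of this kind is among the deposited counts, so the shRNA groups were compared with WT. A difference from WT there can come from the knockdown or from anything else that sets the shRNA cells apart. In the shPcgf6 libraries, Pcgf6 was at 31.3 ± 0.527 CPM (counts scaled to library size; SD, n = 2) against 92.2 ± 5.27 in WT, a log2 fold change of -1.56 (standard error 0.21, adjusted p = 1.07e-05 from edgeR). In the shRNF2 libraries, Rnf2 was at 58.5 ± 6.33 CPM against 271 ± 12.0 in WT, and Max was at 41.2 ± 6.63 CPM in the shMax libraries against 89.6 ± 1.64 in WT. These are log2 fold changes of -2.22 (adjusted p = 8.5e-09) and -1.14 (adjusted p = 0.000787). Rif1 itself was at 924 ± 109 CPM in Rif1 CKO and 783 ± 165 CPM in WT (log2 fold change 0.23, adjusted p = 0.424). Reads from the exons that remain are still counted, so the count of the whole gene does not test the deletion. Hprt, the purine salvage enzyme encoded on the X chromosome, was at 283 ± 35.1 CPM in WT and at 276 ± 5.06 CPM in Rif1 CKO, and was near 0 in all 6 shRNA libraries, with 0.791 ± 0.290 CPM in shPcgf6, 1.37 ± 1.94 CPM in shRNF2 and 1.47 ± 0.917 CPM in shMax. Of 5 tested markers of fibroblast feeder cells, 2 rose and 1 fell in Rif1 CKO against WT (2 and 1 adjusted over the list alone). The list did not pass the test in any of the 4 depletions (adjusted p = 0.251, 0.63, 0.218 and 0.741 for Rif1 CKO, shPcgf6, shRNF2 and shMax). The deposited values are raw counts per gene, which the authors obtained by trimming, alignment to mm9 and read summarization, with no normalization. From there, library sizes were scaled by TMM, and genes were tested with edgeR's quasi-likelihood test in a single model of the 5 groups. Low counts were filtered out, which left 11084 of 24996 genes. Library totals ran from 748024 to 2409993 counts. Beyond counting noise, the replicates varied by a chi-square per gene of 4.05 in Rif1 CKO, 6.32 in shPcgf6 and 2.27 in WT, and by 1.09 in both shMax and shRNF2, where 1 is what counting alone gives. For genes with at least 1000 counts, where such variation shows most, the values were 35.1, 48.9, 9.12, 1.62 and 1.98 in the same order, with shMax before shRNF2.

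**Figure D1:**
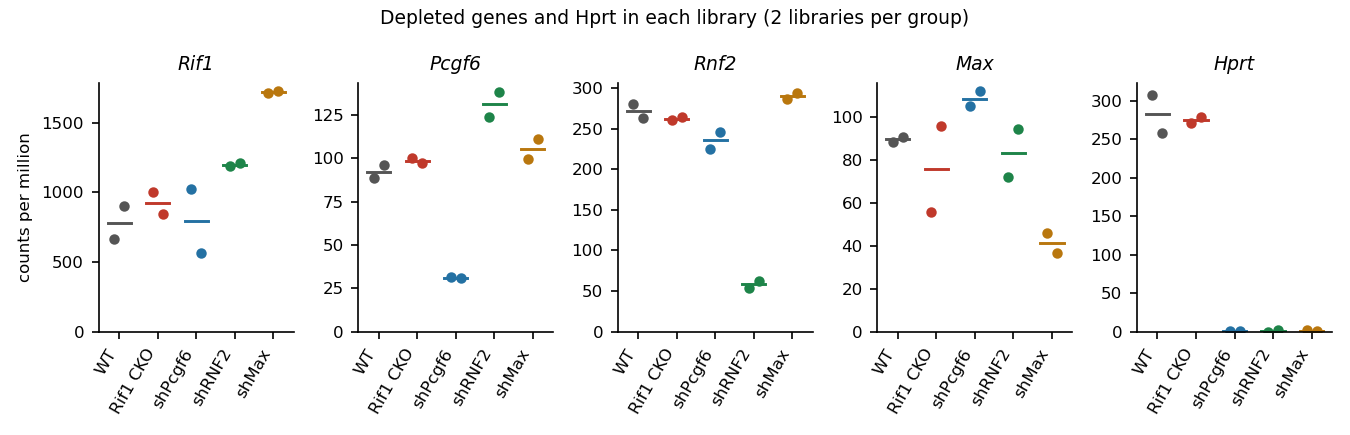
CPM of Rif1, Pcgf6, Rnf2, Max and Hprt in each library of the 5 groups, with a point per library and a line at the mean of the group. Pcgf6, Rnf2 and Max are lowest in the libraries with the shRNA against them, and Hprt lies near 0 in the shPcgf6, shRNF2 and shMax libraries.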

We then collected and compared the transcriptomic data of mESCs after depletion of each of the known repressors. Although downregulating the expression of these repressors could all facilitate the pluripotency-to-totipotency transition, principal component analyses based on the expression of either genes or repetitive elements both revealed significant heterogeneity among these totipotency-like cells (Fig. 1C-D, Supplementary Table 1). Of note, the global transcriptomic changes brought about by the depletion of Rif1 showed a certain degree of similarity to that caused by the knockdown of RNF2, the catalytic subunit of the PRC1 complex harboring the monoubiquitination activity toward lysine 119 of histone H2A (H2AK119ub). 

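After Rif1 depletion, 1041 genes rose and 1013 fell against WT at an adjusted p under 0.05 and a log2 fold change beyond 1. With DESeq2, 920 rose and 658 fell, and 816 and 438 with DESeq2 on the groups compared alone. Genes that were silent in WT were among the largest rises. Agap2, which encodes a GTPase-activating protein, reached 105 ± 64.4 CPM (SD, n = 2) in Rif1 CKO from 0 counts in WT, at least 109-fold higher with 3 counts over the group as the floor. The olfactory receptor gene Olfr815 reached 85.9 ± 36.9 CPM and the apolipoprotein L gene Apol7b reached 90.1 ± 34.5 CPM, at least 89.7-fold and 94.1-fold higher. Lmx1a, a LIM homeodomain transcription factor gene, was at 252 ± 81.9 CPM against 0.466 ± 0.658 CPM in WT, a ratio of 394 with a 95% counting interval of 109 to 3261. Among the largest falls, Scd1, the stearoyl-CoA desaturase, dropped from 301 ± 15.6 CPM in WT to 22.8 ± 8.84 CPM (log2 fold change -3.71, standard error 0.25, adjusted p = 5.95e-11), and Egln1, a prolyl hydroxylase of the hypoxia response, dropped from 86.3 ± 5.63 CPM to 13.7 ± 0.605 CPM (log2 fold change -2.66). In shRNF2 many of these genes moved the same way. Apol7b was at 60.1 ± 4.05 CPM and Olfr815 at 26.7 ± 12.6 CPM in shRNF2, at least 62-fold and 25.4-fold higher than in WT, and Lmx1a was at 129 ± 4.44 CPM. Across the genes tested, the log2 fold changes against WT of Rif1 CKO and shRNF2 had a Pearson correlation of 0.782 (Spearman's rho 0.642). Genes are not independent replicates, so no p is given. Groups simulated without any change against the same WT libraries had a mean correlation of 0.448, and a covariance of 0.0454 where the data had 1.33, so part of this correlation comes from the WT libraries that both comparisons share. With a WT library of its own for each comparison, an alternative chosen after the data were examined, the correlation was 0.713 or 0.676, by which library went to which. In the direct contrast of the depletions, 351 genes were higher and 548 lower in Rif1 CKO than in shRNF2. These 899 genes became 462 without the first Rif1 CKO library, 460 without the first shRNF2 library and 591 without the second, 560 with the shMax and shRNF2 libraries summed and 437 with DESeq2 on the groups compared alone.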

We further performed correlation analyses on the transcriptomic data, and we observed strong correlations among the components of the SUMOylation pathway and detected two additional smaller clusters. One contained Chaf1a, Chaf1b, and Senp6, and the other encompassed Rif1, Pcgf6, and RNF2 (Fig. 1E). 

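The 2C genes, and single genes silent in WT, rose in Rif1 CKO, shPcgf6 and shRNF2 and also in shMax, while a group of endoderm genes set the shRNA libraries apart. Klhl6, which encodes a BTB-kelch adaptor of a ubiquitin ligase, rose from 0 counts in WT to 99.6 ± 63.3 CPM (SD, n = 2) in Rif1 CKO, 11.7 ± 1.70 CPM in shPcgf6, 33.8 ± 4.47 CPM in shRNF2 and 12.4 ± 0.505 CPM in shMax. Of 17 tested markers of primitive endoderm, the extraembryonic lineage that lines the blastocyst cavity, 15 rose in shPcgf6, 16 in shRNF2 and 15 in shMax, and 3 rose and 1 fell in Rif1 CKO (adjusted over the list alone, 15, 16 and 15 rose in the shRNA groups and 3 in Rif1 CKO). Their median log2 fold changes were 3.92, 5.23 and 4.30 in shPcgf6, shRNF2 and shMax (adjusted p = 2.6e-14, 2.15e-17 and 3.24e-12 from limma's camera) and 0.00 in Rif1 CKO (adjusted p = 0.378). The shRNA calls held with an estimated correlation between genes (adjusted p = 0.0316, 0.02 and 0.0457). Lamb1, a laminin of basement membranes, was at 526 ± 19.8 CPM in shPcgf6, 1135 ± 6.15 CPM in shRNF2, 883 ± 61.7 CPM in shMax, 100 ± 3.07 CPM in Rif1 CKO and 41.4 ± 3.95 CPM in WT, and the endoderm transcription factor gene Gata6 was at 53.5 ± 10.3, 113 ± 9.93 and 59.8 ± 1.79 CPM in the shRNA groups against 3.58 ± 2.18 CPM in WT. In the direct contrasts, all 17 tested markers were lower in Rif1 CKO than in shPcgf6 and than in shRNF2 at an adjusted p under 0.05, and 15 were lower than in shMax. Developmental regulators repressed by polycomb rose in 9 of 15 cases in shRNF2 (11 adjusted over the list alone), with a median log2 fold change of 3.36 (adjusted p = 7.55e-07, and adjusted p = 0.0333 with an estimated correlation). Of these regulators 4, Gata4, Gata6, Sox17 and Foxa2, are also in the list of primitive endoderm markers and all rose. Of the other 11, 5 rose (7 adjusted over the list alone), with a median of 1.59 (adjusted p = 0.00298, and adjusted p = 0.139 with an estimated correlation). The correlation of log2 fold changes across genes was 0.871 between shPcgf6 and shRNF2, and 0.67 between Rif1 CKO and shMax. Unchanged groups simulated against the shared WT libraries gave mean correlations of 0.456 and 0.5. shPcgf6 and shRNF2 had 1065 genes called in the same direction, where 136 follow from independent lists, and 0 called in opposite directions (9 between Rif1 CKO and shPcgf6). With DESeq2 on the groups compared alone, 567 were called in the same direction. Directly compared, 78 genes were higher and 264 lower in shPcgf6 than in shRNF2, 342 genes that became 1140 without the first shPcgf6 library, 186 without the second, 92 without the first shRNF2 library and 159 without the second. They became 129 with the shMax and shRNF2 libraries summed, and 132 with DESeq2 on the groups compared alone.

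**Figure D2:**
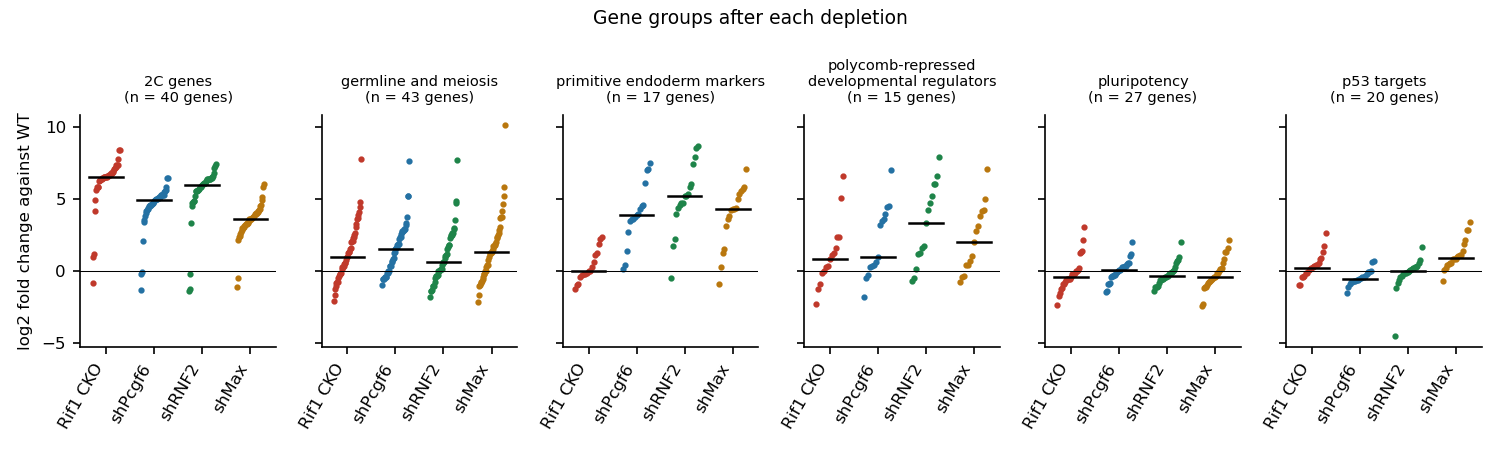
Log2 fold changes against WT of the tested genes of 6 lists after each depletion, with a point per gene and a line at the median of the list. The 17 primitive endoderm markers center on 0.00 in Rif1 CKO and on 3.92, 5.23 and 4.30 in shPcgf6, shRNF2 and shMax.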

Since the repetitive portion of the genome is contributing significantly to the genetic wiring of stem cell potency (Fu et al. 2019a; Schlesinger and Goff 2015), we also performed correlation analysis using the expression data of repetitive elements (Fig. 1F). The results were more or less consistent with that generated with coding genes. Proteins involved in the SUMOylation pathway again showed the strongest correlations, and the histone chaperone subunits Chaf1a and Chaf1b were clustered to each other. Although Rif1 in this analysis was not included in any of the clusters, it still manifested a marked correlation with Pcgf6, the characteristic subunit of the PRC1.6 complex.

**Fig. 1:**
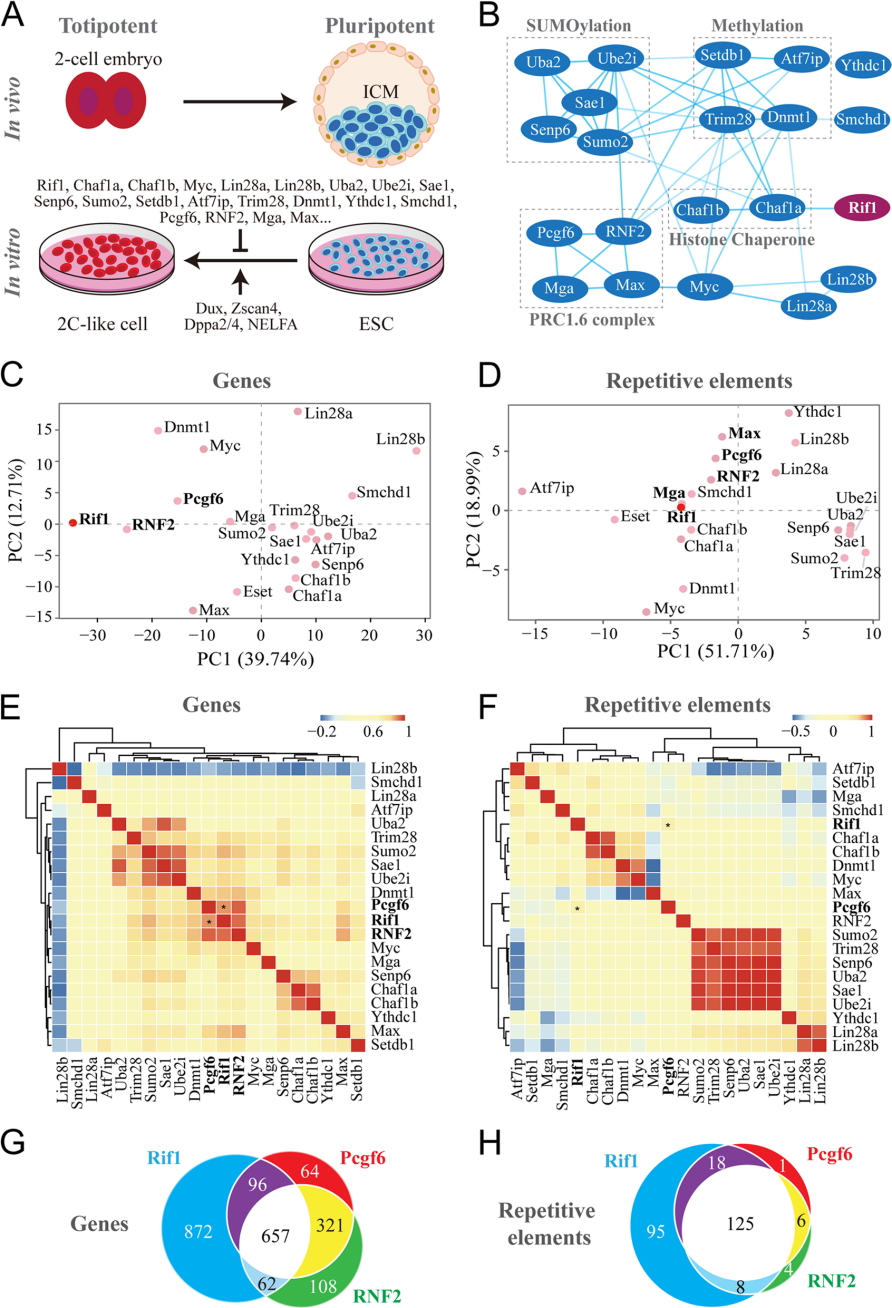
Transcriptomic correlation analysis reveals a functional link of Rif1 to RNF2 and Pcgf6. **A** Known regulators controlling the pluripotency-to-totipotency transition of mESCs. **B** STRING visualization of the protein-protein interaction network of the previously reported 21 repressors of totipotency. **C** Principal component analysis (PCA) of gene expressions of the mESCs with depletion of the indicated genes. **D** PCA based on the expressions of repetitive elements. **E** Correlation matrix showing the unbiased and pairwise comparisons of the global changes in gene expression upon depletion of the indicated genes in mESCs. **F** Correlation matrix generated with the transcriptional changes of repetitive elements upon depletion of the indicated genes in mESCs. Color bars represent Pearson correlation coefficient. **G** Venn diagram illustrating the differentially expressed genes (adjusted *p*-value < 0.05 and |Log_2_ Fold Changes (FC)| > 1) in the mESCs depleted of Rif1, Pcgf6, or RNF2. **H** Venn diagram of the differentially expressed repetitive elements (adjusted *p*-value < 0.05 and |Log_2_ FC| > 1)

To directly evaluate the relationship between Rif1 and the PRC1.6 complex, we performed pairwise correlation analyses using the transcriptomic data from mESCs downregulated of Rif1 or core components of the PRC1.6 complex. 

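Genes among the largest rises after Rif1 depletion also rose in shPcgf6. Zscan4a, a member of the Zscan4 family of telomere regulators expressed in 2-cell embryos, was at 3150 ± 1280 CPM (SD, n = 2) in Rif1 CKO, 965 ± 73.5 CPM in shPcgf6, 2128 ± 95.0 CPM in shRNF2 and 24.2 ± 2.62 CPM in WT. Tdrkh, a Tudor domain protein of the piRNA pathway, was at 39.4 ± 14.6 CPM in Rif1 CKO, 51.0 ± 6.73 CPM in shPcgf6 and 1.48 ± 0.779 CPM in WT. Tfcp2l1, a transcription factor of naive pluripotency, fell by 1.72 on the log2 scale in Rif1 CKO and by a log2 fold change of -1.41 in shPcgf6, from 547 ± 51.2 CPM in WT. Other genes differed between the depletions. Dazl, the germ cell RNA-binding protein, rose in both, from 72.2 ± 37.4 CPM in WT to 730 ± 2.15 CPM in Rif1 CKO and 186 ± 37 CPM in shPcgf6, with a direct log2 fold change of 1.98 against shPcgf6 (standard error 0.22, adjusted p = 2.08e-06), and Dab2, an endocytic adaptor of endoderm, was at 3.74 ± 0.592 CPM against 131 ± 10.4 CPM in shPcgf6. Across the genes tested, the Pearson correlation of the log2 fold changes of Rif1 CKO and shPcgf6 was 0.716 (Spearman's rho 0.518). Their covariance was 1.06, and 1.02 remained after the 0.0454 of unchanged groups simulated against the shared WT libraries was taken away. Such groups hold the spread between libraries only, so the remainder can still hold a difference that both WT libraries carry. Over the 880 genes of Table S1 with counts, the correlation was 0.874 for Rif1 CKO and shPcgf6 and 0.925 for Rif1 CKO and shRNF2, and the paper's values in that table give 0.875 and 0.927. In the direct contrast, 958 genes were higher and 774 lower in Rif1 CKO than in shPcgf6, 1732 genes that became 957 without the first Rif1 CKO library, 2600 without the first shPcgf6 library and 951 with DESeq2 on the groups compared alone. Repetitive elements are not in the deposited table.

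**Figure D3:**
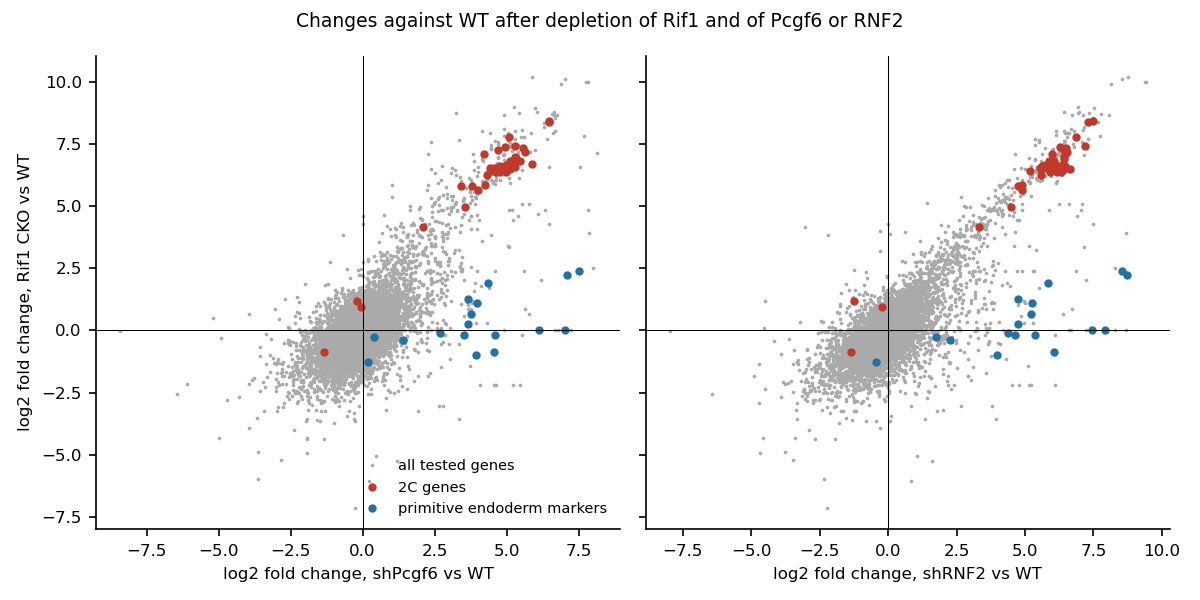
Log2 fold change against WT in Rif1 CKO (vertical axes) and in shPcgf6 or shRNF2 (horizontal axes), with a point per tested gene and the 2C genes and primitive endoderm markers in color. Most 2C genes lie in the upper right, and most primitive endoderm markers lie to the right and closer to 0 on the Rif1 CKO axis.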

Knockdown of either RNF2 or Pcgf6 in mESCs resulted in transcriptional changes of both coding genes and repetitive elements highly correlative to that caused by depletion of Rif1 (Fig. S1A-D). We further compared the differentially expressed genes and repetitive elements among these groups (Fig. 1G-H). Of 1138 differentially expressed genes in the mESCs knocked down of Pcgf6, 753 showed consistent changes upon Rif1 depletion. Similarly, 719 out of 1148 differentially expressed genes caused by RNF2 knockdown displayed concomitant changes in the Rif1 depleted mESCs (Fig. 1G). 

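In shPcgf6, 841 genes were higher and 854 lower than in WT. Of these, 465 of the higher and 379 of the lower genes were called in the same direction in Rif1 CKO. These are 844 genes or 49.8% of those called in shPcgf6, a smaller share than the paper's 753 of 1138. Independent lists of these sizes share 157 genes. Unchanged groups simulated against the shared WT libraries shared at most 1, but almost no gene is called in such groups, so this does not measure what the shared libraries add to lists of these sizes. Sycp2, a lateral element protein of the meiotic synaptonemal complex, was among the shared rises, at 19.9 ± 11.7 CPM (SD, n = 2) in Rif1 CKO and 18.5 ± 2.08 CPM in shPcgf6, at least 20.8-fold and 18.9-fold higher than in WT, where it had 0 counts. Tubb3, a tubulin of neurons, rose to 67.3 ± 1.26 CPM in Rif1 CKO and 92.8 ± 4.52 CPM in shPcgf6 from 12.8 ± 0.919 CPM. Fbxo15, an F-box protein gene active in mESCs, rose by log2 fold changes of 3.10 (standard error 0.18, adjusted p = 5.18e-11) and 2.05 (standard error 0.18, adjusted p = 7.12e-08). Genes called in shPcgf6 without such a change in Rif1 CKO included Cubn, an endocytic receptor of visceral endoderm, which was at 95.0 ± 51.2 CPM in shPcgf6 and 0.466 ± 0.658 CPM in WT, a ratio of 163 with a 95% counting interval of 44.8 to 1356. A part of this excess over independent lists may come from the shared WT libraries. The next alternative also calls fewer genes, 1712 or 1819 in Rif1 CKO instead of 2054, and 1487 or 1332 in shPcgf6 instead of 1695. Its lower overlaps are therefore not a measure of the sharing alone. With a WT library of its own for each comparison, an alternative chosen after the data were examined, 618 or 556 genes were called in the same direction, by which library went to which, where independent lists share 115 or 109, and the correlation was 0.629 or 0.618. With DESeq2 on the groups compared alone, 479 genes rose and 408 fell in shPcgf6, and 423 were called in the same direction in Rif1 CKO.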

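In shRNF2, 967 genes were higher and 816 lower than in WT. Of these, 608 of the higher and 433 of the lower genes were called in the same direction after Rif1 depletion. These are 1041 genes or 58.4% of those called in shRNF2, a smaller share than the paper's 719 of 1148. Another 19 were called in opposite directions, and independent lists share 165. Nelfa, a subunit of the negative elongation factor and an activator of the 2C-like state, rose in both, to 2081 ± 676 CPM (SD, n = 2) in Rif1 CKO and 1298 ± 58.3 CPM in shRNF2 from 73.1 ± 8.51 CPM in WT. Sox3, a transcription factor of neural progenitors, rose to 38.6 ± 14.6 CPM and 28.9 ± 5.56 CPM from 4.83 ± 1.07 CPM, and Sox2, a core pluripotency factor, fell from 741 ± 1.08 CPM to 395 ± 83.9 CPM and 339 ± 35.2 CPM. Endoderm genes called in shRNF2 were mostly outside the shared set. Col4a1, a collagen of basement membranes, was at 2662 ± 109 CPM in shRNF2, 112 ± 44.5 CPM in Rif1 CKO and 68.2 ± 26.0 CPM in WT, with a direct log2 fold change of -4.57 (standard error 0.26, adjusted p = 4.57e-10) for Rif1 CKO against shRNF2. With a WT library of its own for each comparison, 743 or 708 genes were called in the same direction, where independent lists share 115 or 120. A part of the excess with shared libraries may come from these. Fewer genes were also called with a WT library of its own, 1478 or 1462 in shRNF2, which lowers the overlap as well. With DESeq2, 804 genes rose and 534 fell in shRNF2, and 656 and 420 with DESeq2 on the groups compared alone, where 590 were called in the same direction in Rif1 CKO. The 1783 genes called in shRNF2 became 1160 without its first library.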

The overlaps of the differentially expressed repetitive elements among these groups were even more dramatic. More than 90% of the Pcgf6- or RNF2-regulated repetitive elements, 143/150 or 133/143, respectively, were also responsive to the depletion of Rif1 (Fig. 1H).

### Rif1 interacts specifically with Pcgf6

The analyses of transcriptomic dynamics pointed to a functional link between Rif1 and PRC1.6. 

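Rif1 CKO, shPcgf6 and shRNF2 had 689 genes called in all 3 comparisons with WT, of which 404 were higher and 277 lower in each. With DESeq2 on the groups compared alone, 363 were called in all 3. The shared rises held 2C genes, such as Zscan4b at 724 ± 311 CPM (SD, n = 2) in Rif1 CKO, 199 ± 82.9 CPM in shPcgf6 and 659 ± 2.83 CPM in shRNF2 against 7.28 ± 0.234 CPM in WT, and germline genes. Of 43 tested genes of the germline and meiosis, 22 rose and 1 fell in shPcgf6 (27 and 2 adjusted over the list alone), and 16 rose and 5 fell in shRNF2 (16 and 5 adjusted over the list alone), with adjusted p = 1.18e-07 and 0.00571. With an estimated correlation, neither call held (adjusted p = 0.0684 and adjusted p = 0.197). Ddx4, the germ cell RNA helicase, rose to 139 ± 4.65 CPM in shPcgf6 and 116 ± 24.3 CPM in shRNF2 from 18.3 ± 1.48 CPM. The Max protein binds DNA within PRC1.6 and also pairs with Myc. In shMax, 1142 genes were higher and 841 lower than in WT. Of these, 909 were called in the same direction in Rif1 CKO (502 with DESeq2 on the groups compared alone) and 27 in opposite directions. With shMax in place of WT on the shRNA side, so that the comparisons share no library, the correlation with Rif1 CKO against WT was 0.0454 for shPcgf6 and 0.282 for shRNF2. Then 397 genes were called in the same direction and 135 in opposite directions for shRNF2, and 261 and 245 for shPcgf6, where independent lists share 125 and 180. shMax also lost a PRC1.6 subunit, so this contrast also removes what the knockdowns have in common. It was chosen after the data were examined. From its analyses of transcriptomic dynamics, the paper proposes a functional link between Rif1 and PRC1.6.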

The PRC1 complex is heterogeneous, containing several subtypes according to the distinct molecular compositions (Gao et al. 2012; Schuettengruber et al. 2017)(Fig. 2A). To interrogate whether the connection of Rif1 to the PRC1 is specific to the PRC1.6 subcomplex, we collected and analyzed the transcriptomic data from the mESCs with single knockout (KO) of Rif1, Pcgf1, or Pcgf6, double KO of Pcgf2/4 or Pcgf3/5, and triple KO of Pcgf1/2/4 (Scelfo et al. 2019). Both the transcriptional changes of genes and repetitive elements demonstrated a specific correlation between Rif1 and Pcgf6 (Fig. 2B-C). We further performed gene ontology (GO) enrichment analysis on these differentially expressed genes induced by the depletion of Rif1 or the different Pcgf proteins. The results revealed that the depletion of Rif1 or Pcgf6 influenced a similar set of genes enriched in cell fate commitment, cell junction assembly, development of nervous system, as well as multiple meiotic processes, which were markedly different from that influenced by the other Pcgf proteins (Fig. 2D, Supplementary Table 2).

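Of 43 tested genes of meiosis and the germline, a list fixed from textbook knowledge, 22 rose and 6 fell after Rif1 depletion (22 and 7 adjusted over the list alone), with a median log2 fold change of 0.98 (adjusted p = 2.69e-05 from limma's camera, and adjusted p = 0.101 with an estimated correlation). Syce1, a central element protein of the synaptonemal complex, rose from 23.3 ± 1.30 CPM (SD, n = 2) to 101 ± 7.77 CPM, with a log2 fold change of 2.10 (standard error 0.25, adjusted p = 1.36e-06 from edgeR), and Slc25a31, an ADP/ATP carrier of the testis, rose from 1.95 ± 0.121 CPM to 34.0 ± 3.48 CPM. Of 9 tested neural markers, 3 rose and 1 fell (3 and 1 adjusted over the list alone), and the list did not pass its test (adjusted p = 0.224). Neurod1, a transcription factor of neuronal differentiation, was at 23.7 ± 1.73 CPM against 1.71 ± 0.450 CPM, and Otx2, a factor of the anterior neural plate and of primed pluripotency, fell by 1.30 on the log2 scale (adjusted p = 0.00557), a call that was lost without the second WT library (adjusted p = 0.339) and without the first Rif1 CKO library (adjusted p = 0.0716). Developmental regulators repressed by polycomb, which control cell fate, rose in 6 of 15 cases and fell in 2 (6 and 2 adjusted over the list alone; adjusted p = 0.121). Hoxd13, a limb and genital patterning gene, was at 18.7 ± 1.74 CPM against 3.39 ± 0.477 CPM, and Eomes, a T-box factor of mesendoderm and trophoblast, was at 2.91 ± 0.591 CPM against 12.9 ± 8.13 CPM. At the thresholds of Fig. 2D, a fold change above 1.5 and an unadjusted p under 0.05, 3796 genes passed, 1776 higher and 2020 lower in Rif1 CKO. The Pcgf knockout libraries of Fig. 2 come from another study and are not in the deposited table.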

**Fig. 2:**
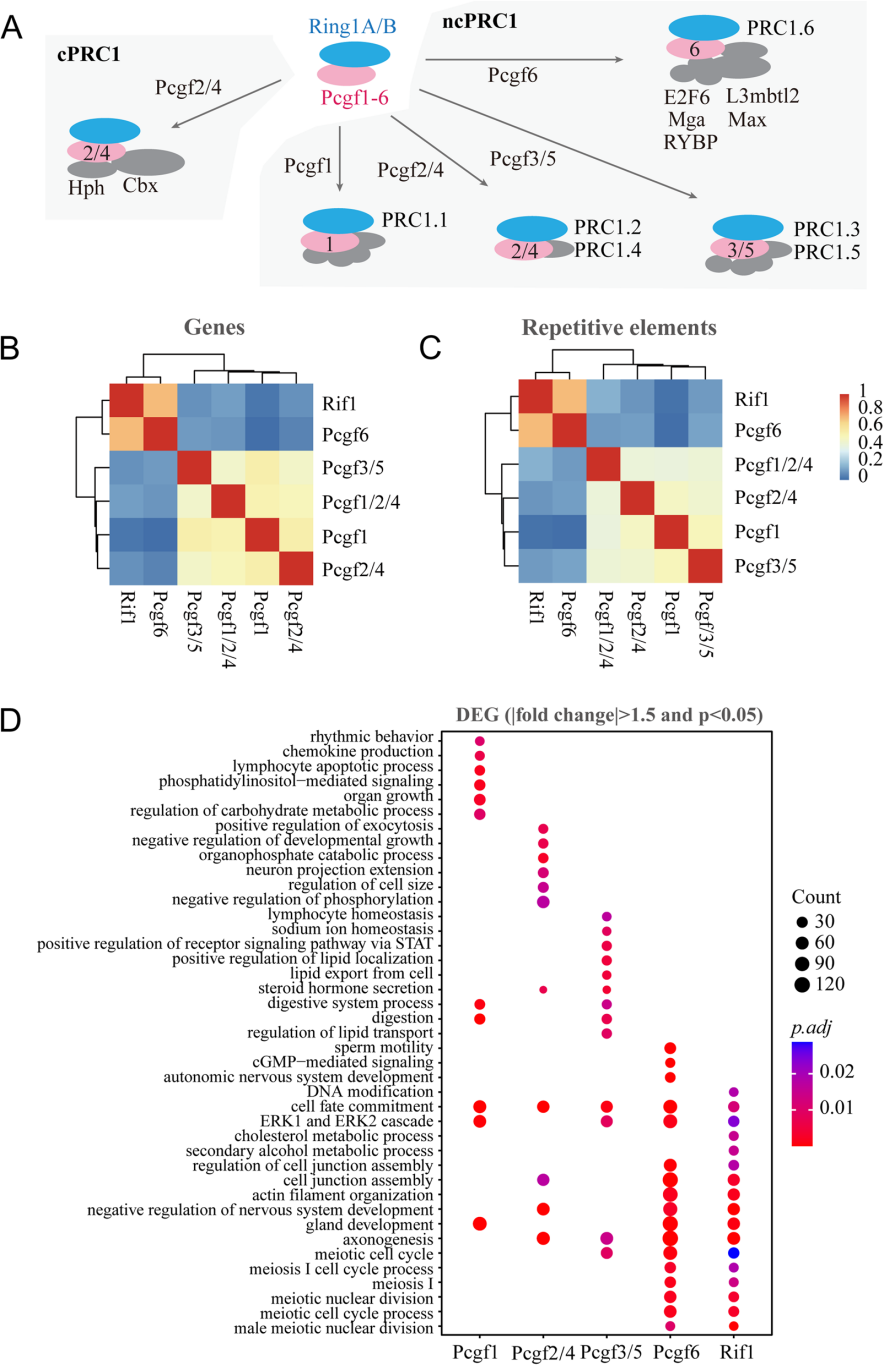
Similar transcriptomic changes caused by depletion of Rif1 or Pcgf6. **A** Schematic illustration of the compositions of the canonical PRC1 (cPRC1) and non-canonical PRC1 (ncPRC1) complexes. **B-C** Correlation analysis of the differentially expressed genes **(B)** or repetitive elements **(C)** in the mESCs depleted of the indicated Pcgf proteins or Rif1. Color bar represents Pearson correlation coefficient. **D** Gene Ontology (GO) analysis of differentially expressed genes (|FC| > 1.5, *p* < 0.05) among the mESCs depleted of Rif1 or the indicated Pcgf proteins. Bubble color indicates the adjusted *p* value, and bubble size represents the number of genes in each category

To explore if there is a physical interaction between Rif1 and Pcgf6, we utilized the *LacO*-LacI induced ectopic colocalization system, in which the bait protein is fused to DsRed-tagged LacI and the prey protein tagged with GFP (Gui et al. 2020). The binding of LacI to the *LacO* array integrated into the genome of U2OS cells concentrates the bait protein, which further recruits the prey protein to manifest an ectopic colocalization of red and green fluorescent signals (Fig. 3A). We used the Pcgf proteins as the baits, and Rif1 tagged with GFP as the prey. When co-transfected into the U2OS cells harboring the *LacO* array, all the bait proteins formed bright nuclear puncta. The puncta of Pcgf6 effectively recruited the prey GFP-Rif1. On the contrary, the puncta formed by other Pcgf proteins failed to do so (Fig. 3B). We quantified the colocalization by calculating the relative enrichment of GFP-Rif1 in the region where the bait protein formed bright puncta (Fig. 3C). The results showed that only Pcgf6 could effectively enrich GFP-Rif1 (Fig. 3D). We further validated this specific interaction by co-immunoprecipitation in HEK293T cells ectopically expressing HA-tagged Rif1 and Flag-tagged Pcgf proteins (Fig. 3E). HA-Rif1 was detected only in the Flag-Pcgf6 immunoprecipitants, indicating a specific interaction between Rif1 and Pcgf6.

**Fig. 3:**
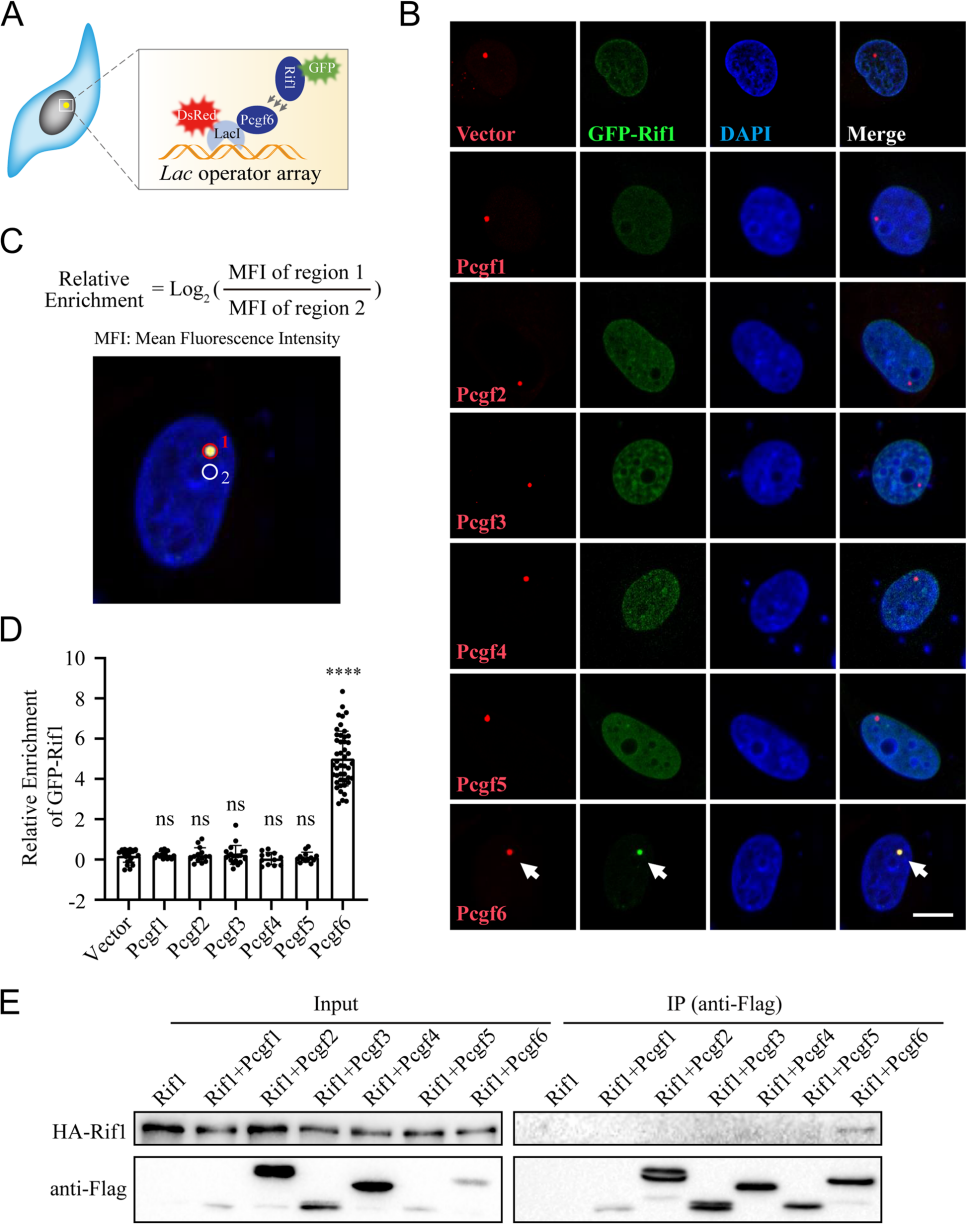
Specific interaction between Rif1 and Pcgf6. **A** Schematic illustrating the *LacO*-LacI system used for detection of protein-protein interactions. **B** The *LacO*-LacI induced ectopic colocalization experiments reveal a specific interaction between Rif1 and Pcgf6. GFP-Rif1 is shown in green, LacI-DsRed fused with the indicated bait proteins are shown in red. DNA is stained with DAPI (blue). Bar: 10 μm. **C** The method to calculate the relative enrichment of GFP-Rif1. **D** The relative enrichment of GFP-Rif1 in the indicated experimental groups. ns: not significant, **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 12–45 cells per group. **E** Coimmunoprecipitation of HA-Rif1 with different Flag-tagged Pcgf proteins ectopically expressed in HEK293T cells

To further map the regions on Rif1 that mediate the interaction with Pcgf6, we fused the full-length and different truncated forms of Rif1 to GFP and performed the *LacO*-LacI induced colocalization assay with DsRed-LacI-Pcgf6 (Fig. 4A). While the middle region of Rif1 containing the intrinsically disordered polypeptide (IDP) domain could not be recruited to the Pcgf6 puncta, both the N-terminal and the C-terminal regions of Rif1 were contributing to the interaction with Pcgf6 (Fig. 4B-C).

**Fig. 4:**
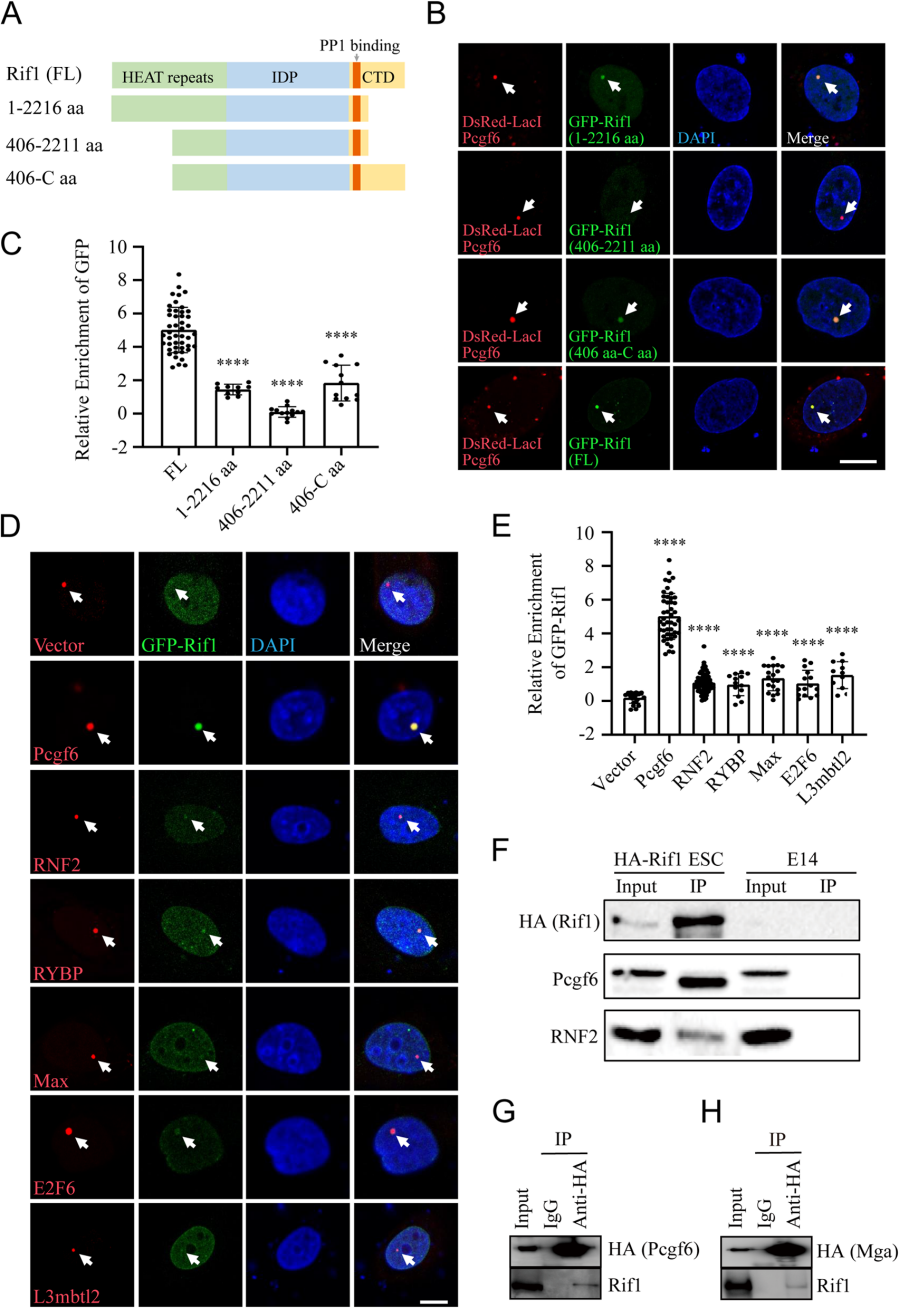
Interactions between Rif1 and other components in the PRC1.6 complex. **A** Schematic of the full-length and truncations of Rif1 proteins. **B** The *LacO*-LacI induced colocalization experiments reveal that both the N- and C-terminal regions of Rif1 can interact with Pcgf6. The full-length and truncations of Rif1 are shown in green, LacI-DsRed fused with Pcgf6 is shown in red, and DNA is stained with DAPI (blue). Bar: 10 μm. **C** The relative enrichment of GFP signals in the indicated experimental groups. **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 10–45 cells per group. **D** The *LacO*-LacI induced ectopic colocalization experiments reveal that Rif1 can interact with other components in the PRC1.6 complex. GFP-Rif1 is shown in green, LacI-DsRed fused with the indicated bait proteins are shown in red. DNA is stained with DAPI (blue). Bar: 10 μm. **E** The relative enrichment of GFP-Rif1 in the indicated experimental groups. **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 13–45 cells per group. **F** Coimmunoprecipitation of Pcgf6 and RNF2 with endogenous HA-Rif1. **G-H** Coimmunoprecipitations of Rif1 with endogenously HA-tagged Pcgf6 or Mga in mESCs

### Pcgf6 mediates the physical interaction between Rif1 and the PRC1.6 complex

The PRC1.6 complex comprises many subunits, including Pcgf6, RNF2, Max, E2F6, RYBP, and L3mbtl2. To investigate whether Rif1 also interacts with other components of the PRC1.6 complex, we used different subunits of the PRC1.6 complex as the baits and GFP-tagged Rif1 as the prey in the *LacO*-LacI induced colocalization assay (Fig.4D). While the Pcgf6 puncta recruited the most significant amount of GFP-Rif1, all the other PRC1.6 components were able to enrich GFP-Rif1 to varying degrees compared to the control (Fig. 4E), suggesting that Rif1 can interact with the whole PRC1.6 complex. We next examined the interactions between endogenous Rif1 and the components of the PRC1.6 using different knock-in (KI) mESCs. The endogenously HA-tagged Rif1 successfully immunoprecipitated Pcgf6 as well as RNF2 (Fig. 4F). Reciprocally, the endogenously HA-tagged Pcgf6 co-precipitated Rif1 (Fig. 4G). Another component of the PRC1.6 complex Mga also showed a detectable interaction with endogenous Rif1 (Fig. 4H).

Given that Pcgf6 manifested the strongest interaction with Rif1, we speculated that the interaction between Rif1 and the PRC1.6 complex was mainly mediated by Pcgf6. To test this, we first used different shRNAs to knockdown the expression of components in the PRC1.6 complex, and evaluated the recruitment of GFP-Rif1 by the Pcgf6 puncta in the *LacO*-LacI induced colocalization assay (Fig. 5A-B). The quantification results of GFP-Rif1 enrichment showed that knockdown of other subunits in the PRC1.6 complex did not attenuate the interaction between Pcgf6 and Rif1 (Fig. 5C). On the contrary, knockdown of Pcgf6 significantly reduced the GFP-Rif1 recruitment by the RNF2 puncta (Fig. 5D-F). Taken together, these results suggested that the interaction between PRC1.6 complex and Rif1 was mediated by Pcgf6.

**Fig. 5:**
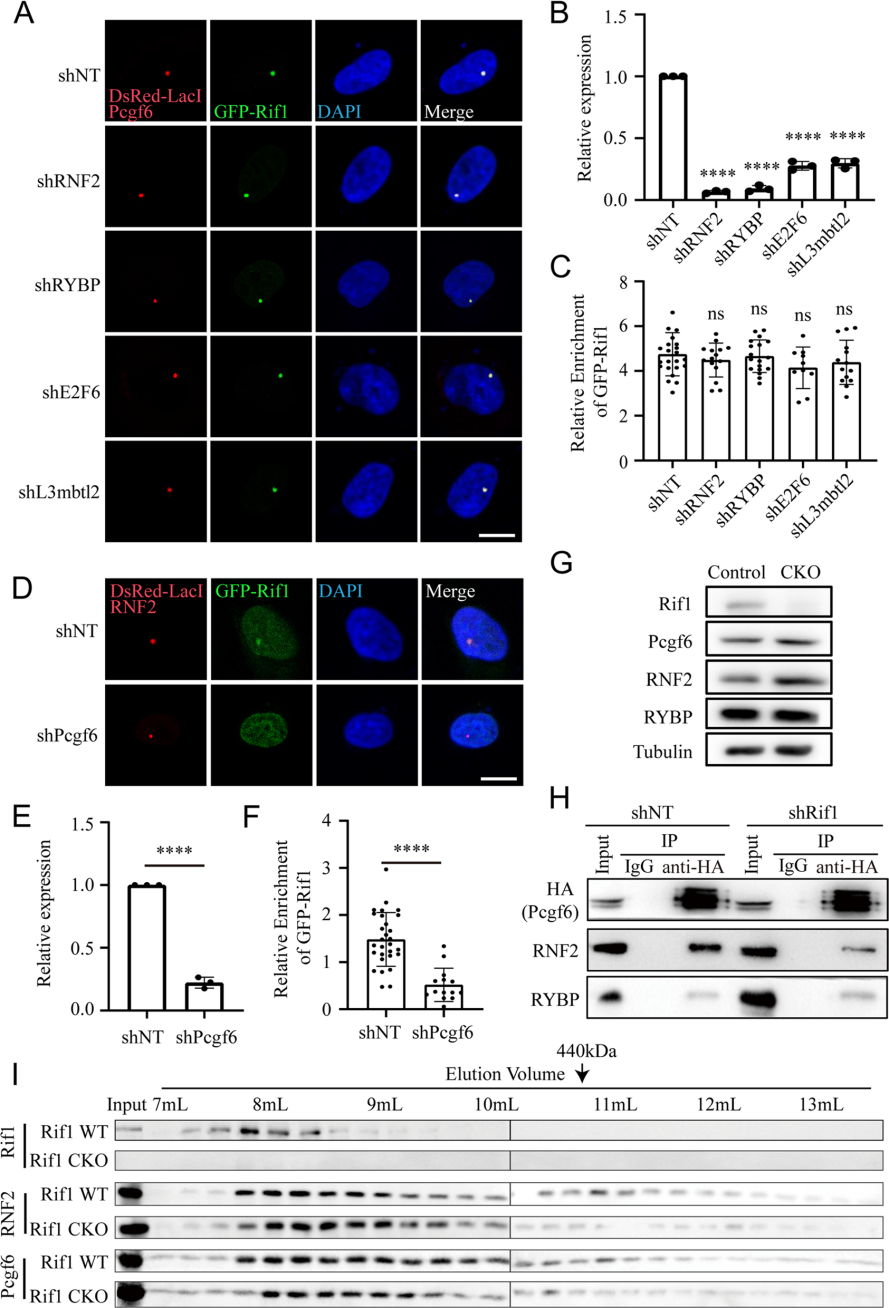
The interaction between Rif1 and PRC1.6 is mediated by Pcgf6. **A** The *LacO*-LacI induced colocalization experiments reveal that knockdown of different components of the PRC1.6 complex has no effect on the interaction between Rif1 and Pcgf6. GFP-Rif1 is shown in green, LacI-DsRed fused with Pcgf6 is shown in red, and DNA is stained with DAPI (blue). Bar: 10 μm. **B** RT-qPCR analysis of the indicated transcripts after the transfection of the corresponding shRNAs in the U2OS-*LacO* cell line. **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 3. **C** The relative enrichment of GFP-Rif1 in the indicated experimental groups. ns: not significant by t-test, Error bars represent SD, *n* = 10–23 cells per group. **D** The *LacO*-LacI induced colocalization experiments reveal that the interaction between Rif1 and RNF2 is weakened after the knockdown of Pcgf6. GFP-Rif1 is shown in green, LacI-DsRed fused with RNF2 is shown in red, and DNA is stained with DAPI (blue). Bar: 10 μm. **E** RT-qPCR analysis of Pcgf6 after the transfection of shRNAs targeting NT or Pcgf6 in the U2OS-*LacO* cell line. **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 3. **F** The relative enrichment of GFP-Rif1 in the indicated experimental groups. **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 29 in shNT group, *n* = 14 in shPcgf6 group. **G** Western blot showing the protein level of the indicated members of the PRC1.6 complex in the presence or absence of Rif1. **H** Coimmunoprecipitation of RNF2 and RYBP with endogenously tagged HA-Pcgf6 in the mESCs treated with shRNA targeting NT or Rif1. **I** Gel filtration of nuclear extracts from the Rif1 WT or Rif1 CKO mESCs. The corresponding elution volumes for each analyzed fraction are labeled. The arrow indicates the approximate elution volume of a 440 kDa protein complex

### Depletion of Rif1 destabilizes the PRC1.6 complex

We next investigated if Rif1 was an integral part of the PRC1.6 complex. We induced conditional knockout (CKO) of endogenous Rif1 by treatment of the mESCs with 4-hydroxytamoxifen (4-OHT) as previously described (Li et al. 2017), and examined the protein levels of several components of the PRC1.6 complex. Rif1 protein became undetectable after 4-OHT treatment, whereas the expression of Pcgf6, RNF2, or BYBP was largely unaltered (Fig. 5G). We next performed immunoprecipitation to investigate the interactions between Pcgf6 and other components in the PRC1.6 complex upon knockdown of Rif1. The endogenously HA-tagged Pcgf6 could co-immunoprecipitate RNF2 and RYBP in the control mESCs. In the Rif1 knockdown mESCs, the interaction between Pcgf6 and RNF2 was compromised (Fig. 5H). We further performed gel filtration experiments in the presence or absence of Rif1 to probe the intactness of the PRC1.6 complex. In the control nuclear extracts, Rif1 was co-eluted with RNF2 and Pcgf6, whereas in the Rif1-depleted nuclear extracts, Rif1 became undetectable and concomitantly, the elution volumes of RNF2 and Pcgf6 were slightly increased, suggesting a decrease in the size of the PRC1.6 complex (Fig. 5I). Taken together, these results suggested that Rif1 was a novel auxiliary component of the PRC1.6 complex.

### Rif1 modulates the genomic distribution of the PRC1.6 complex

Rif1 is a multi-functional protein that harbors DNA binding activity. To explore its potential function in the PRC1.6 complex, we first analyzed the distribution of Rif1 across the genome using the ChIP-seq data generated previously (Li et al. 2017). Motif analysis revealed that the Rif1-bound peaks also enriched for the consensus binding sequences of the PRC1.6 components, Max and E2F6 (Fig. 6A), suggesting the co-occupancy of Rif1 and PRC1.6 complex. We further performed ChIP-seq experiments for Pcgf6, RNF2, and H2AK119ub, and examined their genomic distributions. The called peaks of Rif1, Pcgf6, RNF2, and H2AK119ub manifested modest correlations (Fig. 6B, Supplementary Table 3). Approximately 1/3 of the Rif1 peaks (*n* = 12,729) were also occupied by Pcgf6 (*n* = 4357), and the overlaps between Rif1 and RNF2 or H2AK119ub were slightly less than that of Pcgf6 (Fig. 6C). To investigate if Rif1 depletion compromises the genomic targeting of the PRC1.6 complex, we analyzed the distributions of Pcgf6, RNF2, and H2AK119ub on the Rif1-bound regions in control and Rif1-downregulated mESCs by ChIP-seq. We observed that the binding of Pcgf6 as well as RNF2 to the Rif1-bound regions were markedly reduced after the downregulation of Rif1 (Fig. 6D, Supplementary Table 3), suggesting that a subset of the genomic distribution of the PRC1.6 complex was dependent on Rif1.

**Fig. 6:**
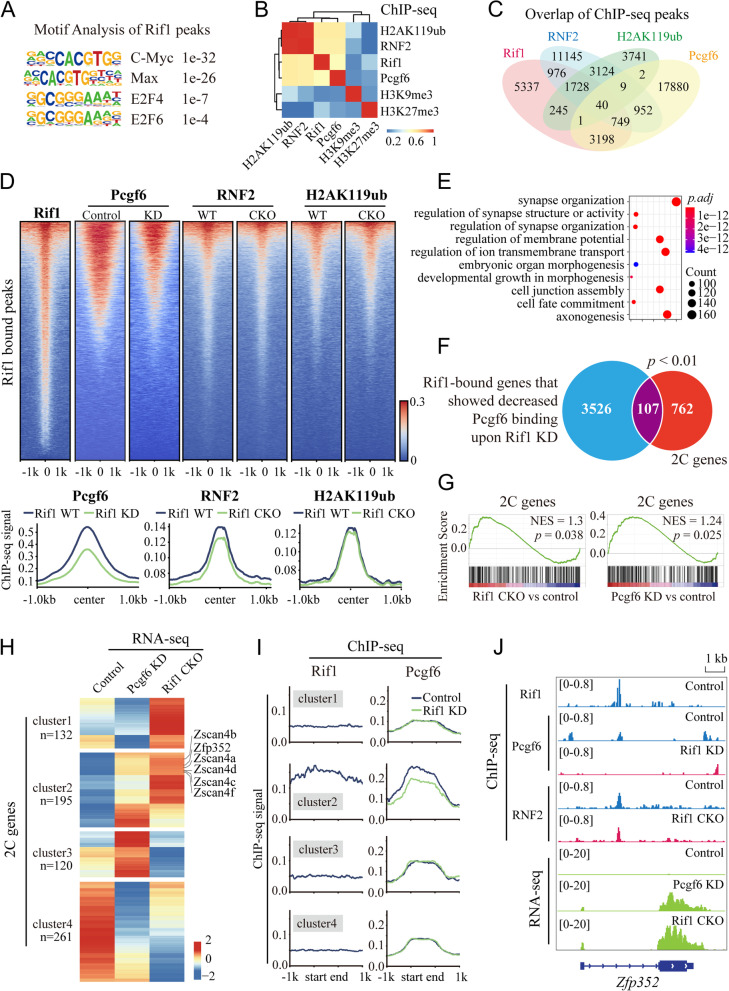
Rif1 modulates the genomic distribution of the PRC1.6 complex and regulates a group of 2C genes. **A** Motif analysis of Rif1-binding sites in mESCs reveals significant enrichment in C-Myc, Max, E2F4, and E2F6 binding motifs. **B** Correlation matrix showing the unbiased and pairwise comparisons of genomic distributions of the indicated proteins or histone modifications in mESCs. Color bar represents Pearson correlation coefficient. **C** Venn diagram comparing the Rif1 binding sites (12,729 peaks) with that of Pcgf6 (22,911 peaks), RNF2 (19,408 peaks), and H2AK119ub (8928 peaks). **D** Top: heatmaps showing the densities of Rif1, Pcgf6, RNF2, and H2AK119ub ChIP-seq reads on the Rif1-bound regions (±1 kb) in control or Rif1 downregulated mESCs. The genomic regions are centered according to the Rif1 ChIP-seq signals in the WT mESCs. Bottom: the averaged ChIP-seq signals of Pcgf6, RNF2, or H2AK119ub on Rif1-bound regions in the presence (blue lines) or absence (green lines) of Rif1. **E** Selected Gene Ontology (GO) analysis results of the genes in the Rif1 and Pcgf6 co-occupied genomic regions which showed decreased Pcgf6 binding upon Rif1 knockdown. **F** Venn diagrams comparing the Rif1-bound genes that showed decreased Pcgf6 binding upon Rif1 knockdown with the 2C genes. Hypergeometric *p* value < 0.01. **G** Gene set enrichment analysis (GSEA) illustrating the upregulation of 2C genes in the mESCs depleted of Rif1 or Pcgf6. The normalized enrichment scores (NES) > 1 and *p* < 0.05 is considered significantly enriched. **H** Heatmap of RNA-seq data showing the expression of the 2C genes in Rif1 CKO and Pcgf6 KD mESCs. The number of 2C genes in each cluster is shown. **I** Averaged Rif1 and Pcgf6 ChIP-seq profiles in the corresponding clusters. **J** Integrative Genomics Viewer (IGV) showing ChIP-seq intensity of indicated proteins and the RNA-seq signals on *Zfp352*

Since Pcgf6 is the characteristic subunit of PRC1.6 and the interaction of the PRC1.6 complex with Rif1 is mainly mediated by Pcgf6, we focused our subsequent analyses on Rif1 and Pcgf6 coregulated genomic regions. We annotated the Rif1 and Pcgf6 co-occupied genomic regions that showed decreased Pcgf6 binding upon Rif1 knockdown and identified 3633 corresponding genes. GO analysis showed that these genes were enriched in biological processes including synapse organization, cell junction assembly, and cell fate commitment (Fig. 6E, Supplementary Table 2). A 2C gene list consisting of 869 genes was generated previously according to their upregulation at the 2C and zygotic genome activation (ZGA) stage in mouse embryonic development (Li et al. 2017). We found that the 2C genes were significantly enriched in the Rif1-bound genes that showed decreased Pcgf6 binding upon Rif1 knockdown (Fig. 6F), suggesting that Rif1 and Pcgf6 functioned in concert to regulate the genetic circuit of totipotency.

### Rif1 and Pcgf6 co-regulate the expression of many 2C genes and MERVL elements

To investigate the cooperation of Rif1 and Pcgf6 in regulating the mESCs fate potential, we performed RNA-seq analysis with mESCs downregulated of Rif1 or Pcgf6. 

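The WT, Rif1 CKO and shPcgf6 libraries are those described for Fig. 1, with 2 replicates per group and from 911734 to 2034411 counts per library. A list of 59 2C genes, fixed from the paper and textbook knowledge, was used, since the 869 genes of the earlier study were not available. The list was fixed after the paper's Table S1, which holds fold changes from these same libraries, had been read. Of its genes, 50 are in the count table and 40 passed the filter on low counts, among them the Zscan4, Usp17l and Tdpoz families, Tcstv1, Tcstv3, Zfp352 and Dux. Many 2C genes belong to families of near-identical paralogs, and reads from one member can be counted for another, so the members are not independent measurements. Pluripotency genes moved in both directions. Of 27 tested, 5 rose and 12 fell in Rif1 CKO (5 and 12 adjusted over the list alone; adjusted p = 0.318), and 5 rose and 5 fell in shPcgf6 (5 and 6 adjusted over the list alone; adjusted p = 0.875). Pou5f1, which encodes Oct4, was at 529 ± 106 CPM (SD, n = 2) in Rif1 CKO, 847 ± 119 CPM in shPcgf6 and 814 ± 89.2 CPM in WT. Nanog was at 802 ± 29.8, 951 ± 53.8 and 778 ± 90.3 CPM in the same order, and no difference from WT passed the test for it. Control cells with a non-targeting shRNA are not among the deposited counts, so shPcgf6 was compared with WT cells, as was Rif1 CKO. The paper's Table S4 does hold columns for a non-targeting shRNA, which were not used here. The treatment of the WT cells, such as a control infection or 4-OHT, is not stated. The shRNA libraries also differ from them in Hprt and in the primitive endoderm markers.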

The gene set enrichment analysis (GSEA) revealed that the 2C genes were significantly upregulated in mESCs with reduced expression of either Rif1 or Pcgf6 (Fig. 6G, Supplementary Table 4). 

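2C genes rose after depletion of either protein. Of 40 tested, 38 rose and 1 fell in Rif1 CKO, and 37 rose and 1 fell in shPcgf6 (the counts are the same adjusted over the list alone). Their median log2 fold change was 6.56 in Rif1 CKO and 4.93 in shPcgf6, or 6.52 and 4.77 with the 3 genes at 0 counts in WT set to their lower bound. Dux, the transcription factor that activates the 2C program at zygotic genome activation, was at 22.4 ± 3.49 CPM (SD, n = 2) in Rif1 CKO, 7.97 ± 2.81 CPM in shPcgf6 and 0.466 ± 0.658 CPM in WT, which are ratios of 35.1 (95% counting interval 9.26 to 297) and 13.3 (3.28 to 116). Gm8300, a gene of the Eif1a-like cluster, was at 3920 ± 1095 CPM and 1312 ± 315 CPM against 37.8 ± 11.7 CPM, while Eif1a itself had a log2 fold change of -0.23 in Rif1 CKO (adjusted p = 0.307). Of 7 tested activators of the 2C-like state, 6 rose in both (6 in both adjusted over the list alone). Some of them, such as Dux, are also in the 2C list, so this count is not separate from that of the 2C genes. With camera, 2C genes were higher with adjusted p = 1.56e-41 in Rif1 CKO and 6.11e-32 in shPcgf6. Neither call held when the correlation between the genes was estimated from the libraries (adjusted p = 0.101 with an estimated correlation in Rif1 CKO and adjusted p = 0.0997 in shPcgf6). With a single representative for each of the Zscan4, Usp17l, Tdpoz and Eif1a-like clusters, 23 genes remained. Camera with the preset correlation gave adjusted p = 6.82e-24 and 2.56e-17. Other related genes, such as Tcstv1 and Tcstv3, were kept, and this set was not tested with an estimated correlation. In the same shPcgf6 libraries Hprt fell and 15 of 17 primitive endoderm markers rose, while 3 of these markers rose in Rif1 CKO. From the gene set enrichment analysis of Fig. 6G, the paper states that 2C genes are upregulated in mESCs with less Rif1 or Pcgf6.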

We further examined the expression of all the 2C genes using the RNA-seq data, and identified four different clusters (Fig. 6H). Genes in cluster1 showed upregulated expression only in mESCs depleted of Rif1, genes in cluster3 were only activated by the downregulation of Pcgf6, and genes in cluster4 were not upregulated in either condition. 

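Of the 40 tested 2C genes, 37 rose after depletion of both Rif1 and Pcgf6, 1 rose after that of Rif1 alone, 0 rose after that of Pcgf6 alone and 2 rose in neither, by edgeR at an adjusted p under 0.05. The class of Pcgf6 alone was also at 0 at an unadjusted p under 0.05 and with DESeq2. The class of Rif1 alone had 2 genes with DESeq2, 2 without the second Rif1 CKO library, either shPcgf6 library or the first WT library, and 3 without the second WT library, when 35 rose in both. The gene that rose in Rif1 CKO alone was Calcoco2, an autophagy receptor, with a log2 fold change of 0.96 against WT, and -0.04 in shPcgf6 (adjusted p = 0.89). It was also higher in Rif1 CKO in the direct contrast with shPcgf6. Pramef12, of the Prame family, fell in both, with log2 fold changes of -0.85 in Rif1 CKO and -1.34 in shPcgf6, and Zfp750, an epidermal zinc finger factor, had 1.19 and -0.20 and passed in neither. These classes rest on the short list above and on a threshold, not on the clustering of Fig. 6H.

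**Figure D4:**
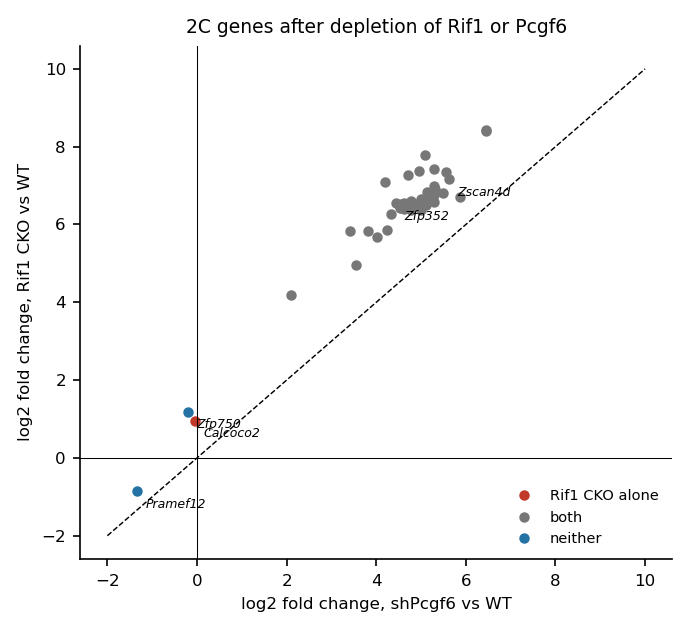
Log2 fold change against WT of the 40 tested 2C genes in shPcgf6 (horizontal axis) and Rif1 CKO (vertical axis), with a point per gene, colored by class, and a dashed line where both are equal. The 37 genes that rose in both lie above the line, and Pramef12 is the lowest point.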

We uncovered 195 genes in cluster2 whose expression was consistently upregulated in mESCs downregulated of Rif1 or Pcgf6. 

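All 37 2C genes that rose in both were higher in Rif1 CKO than in shPcgf6 in the direct contrast at an adjusted p under 0.05. This sets a knockout against a partial knockdown, which left Pcgf6 at 31.6 and 30.9 CPM against 88.4 and 95.9 in WT. The cells also differ in Hprt and in the primitive endoderm markers. Whether the larger rise comes from the protein depleted, the depth of depletion or the cells cannot be told apart in that contrast. 2C genes such as Zscan4a (4055 and 2245 CPM) and Tcstv1 (5265 and 3100 CPM) were lower in the second Rif1 CKO library. The test pools its spread over the 5 groups, so the adjusted p of single genes can be too small. Over the 40 tested genes, 38 were higher and 0 lower in that contrast (40 and 0 adjusted over the list alone), with a median log2 difference of 1.68 (adjusted p = 1.07e-19 from camera, and adjusted p = 0.305 with an estimated correlation). Lmx1a, for example, had log2 fold changes of 8.44 in Rif1 CKO and 6.46 in shPcgf6, and Tcstv1, a gene expressed in 2-cell embryos, had 5.48 in shPcgf6. In shRNF2 and shMax, 37 of the 40 rose and 1 fell (37 and 1, and 37 and 2, adjusted over the list alone), with medians of 6.02 and 3.64 and adjusted p = 1.63e-36 and 2.48e-25 (adjusted p = 0.0934 with an estimated correlation in both).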

Interestingly, genes in cluster2 displayed higher Rif1 and Pcgf6 binding, and the amount of Pcgf6 on these genes was markedly decreased in mESCs depleted of Rif1 (Fig. 6I). We noticed that several 2C stage marker genes, such as *Zfp352* and *Zscan4* were in cluster2. 

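All 5 tested Zscan4 genes rose after depletion of Rif1 and after that of Pcgf6. Zscan4d lies on chromosome 7 of mm9 from 11746992 to 11751497 and was at 4124 ± 1495 CPM (SD, n = 2) in Rif1 CKO, 1424 ± 61.0 CPM in shPcgf6 and 29.6 ± 5.62 CPM in WT. Its log2 fold changes were 7.16 (standard error 0.24, adjusted p = 1.03e-13 from edgeR) and 5.63 (standard error 0.24, adjusted p = 6.5e-12), and the direct contrast of Rif1 CKO with shPcgf6 was 1.53 (standard error 0.19, adjusted p = 7.04e-06). Zscan4d was at 5182 and 3067 CPM in the Rif1 CKO libraries. The standard errors rest on a spread pooled over the 5 groups, so they can understate the variation between Rif1 CKO cultures. The direct contrast also sets a knockout against a partial knockdown, in cells that differ in Hprt. Zscan4c, on the same chromosome from 11591071 to 11595896, was at 1678 ± 668 CPM in Rif1 CKO, 580 ± 75.0 CPM in shPcgf6 and 15.7 ± 3.49 CPM in WT. Zscan4f was at 689 ± 239, 231 ± 8.53 and 5.29 ± 1.73 CPM in the same order. Zscan4d reached 2666 ± 140 CPM in shRNF2 and 511 ± 39.7 CPM in shMax. The members of the cluster are close paralogs, and the split of reads between them is not independent.

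**Figure D5:**
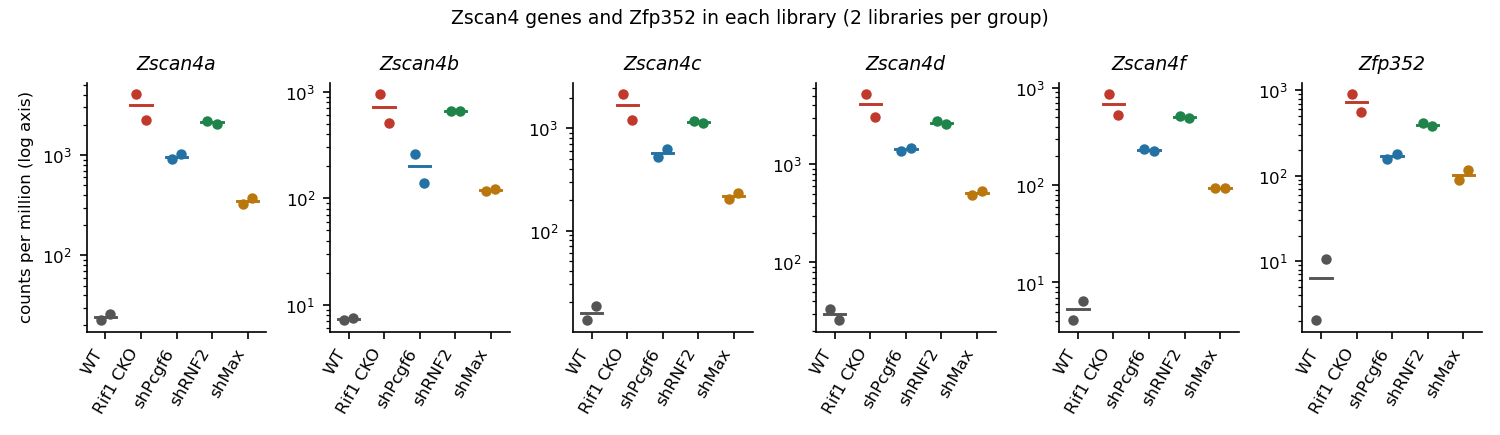
CPM of 5 Zscan4 genes and Zfp352 in each library on a log axis, with a point per library and a line at the mean of the group. Every Rif1 CKO and shPcgf6 library lies above both WT libraries for each gene.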

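Zfp352, a zinc finger gene expressed in 2-cell embryos, lies on the plus strand of chromosome 4 of mm9 from 89885511 to 89892393. It was at 729 ± 239 CPM (SD, n = 2) in Rif1 CKO, 170 ± 16.4 CPM in shPcgf6 and 6.37 ± 6.13 CPM in WT. The log2 fold change against WT was 6.54 in Rif1 CKO (standard error 0.41, adjusted p = 3.35e-12 from edgeR) and 4.43 in shPcgf6 (standard error 0.42, adjusted p = 9.19e-09). Zfp352 was also higher in Rif1 CKO than in shPcgf6 directly, by a log2 fold change of 2.11 (standard error 0.23, adjusted p = 1.89e-06). The Rif1 CKO libraries were at 898 and 560 CPM, and this standard error also rests on the pooled spread. As for Zscan4d, the direct contrast sets a knockout against a partial knockdown. Zfp352 was at 398 ± 28.1 CPM in shRNF2 and 103 ± 19.8 CPM in shMax.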

We visualized the ChIP-seq and RNA-seq signals at the *Zfp352* locus, and the results showed that depletion of Rif1 almost eliminated the Pcgf6 peaks, which was accompanied by the significant upregulation of transcription (Fig. 6J).

The transcriptional activation of repetitive element *MERVL* is a marker for the 2C-like totipotent state, and the *2C::tdTomato* reporter can reflect the transcriptional activity of the long terminal repeat (LTR) controlling the *MERVL* expression. We infected the *2C::tdTomato* mESCs with lentiviruses carrying shRNAs targeting Rif1 or different Pcgf members. Consistent with our previous study (Li et al. 2017), the knockdown of Rif1 substantially expanded the number of tdTomato positive cells (Fig. 7A). Knockdown of Pcgf6 but not the other Pcgf members also significantly increased the tdTomato positive cells (Fig. 7B-C), although the increase was less profound when compared with that induced by Rif1 knockdown. To further examine the cooperation between Rif1 and Pcgf6 in regulating *MERVL*, we simultaneously knocked down Rif1 and Pcgf6 using shRNAs, and compared the effect with that from individual knockdowns (Fig. 7D). While knockdown of Rif1 induced more tdTomato positive cells than that of Pcgf6, the double knockdown showed no additive effect (Fig. 7E), suggesting that Pcgf6 was in the same regulatory pathway as Rif1. Additionally, we analyzed the expression of *MERVL* using our ChIP-seq and RNA-seq data, and unambiguously identified 66 Rif1-bound *MERVL* loci that became transcriptionally activated after Rif1 depletion. 48 of them could also be activated by Pcgf6 knockdown (Fig. 7F, Supplementary Table 4), indicating that these *MERVL* loci were co-regulated by Rif1 and Pcgf6. Taken together, these results suggested that Rif1 and the PRC1.6 complex could form a functional module to control the transition from pluripotency to totipotency by restraining a group of 2C genes and *MERVL* elements.

**Fig. 7:**
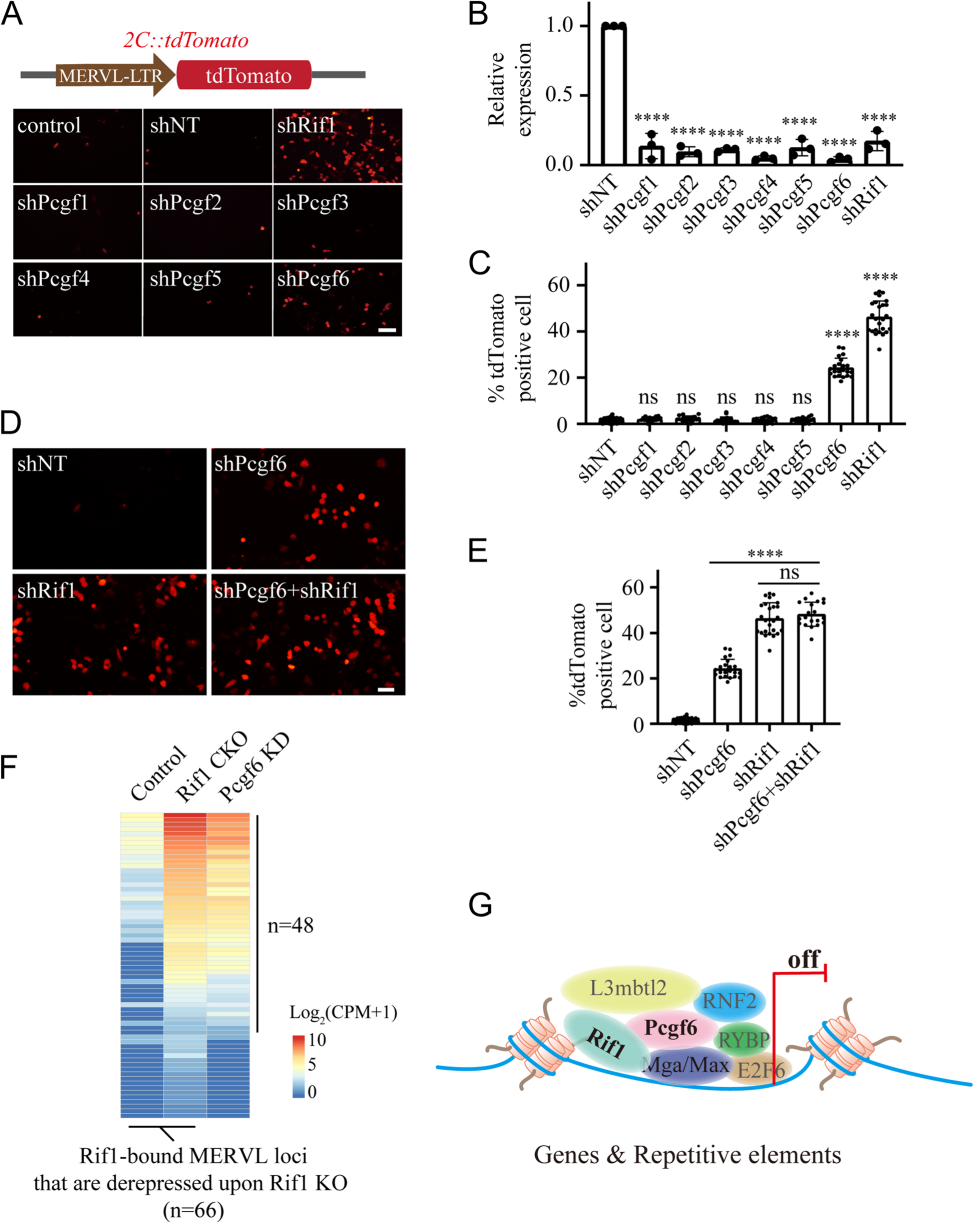
Rif1 and Pcgf6 coregulates a group of MERVL. **A** Top: schematic of the *2C::tdTomato* reporter. Bottom: fluorescent images showing the fraction of tdTomato-positive cells in control or mESCs treated with the indicated shRNA. Control, non-transfected; shNT, non-target shRNA transfected. Bar: 50 μm. **B** RT-qPCR analysis of the indicated transcripts after the transfection of the corresponding shRNAs in the *2C::tdTomato* reporter cell line. **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 3. **C** The percentages of tdTomato-positive cells in the indicated experimental groups. ns: not significant, **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 16–26 fields per group. In each field, the number of total cells is approximately 150–350. **D** Fluorescent images showing the fraction of tdTomato-positive cells in control or mESCs treated with the indicated shRNA. shNT, non-target shRNA transfected. Bar: 25 μm. **E** The percentages of tdTomato-positive cells in the indicated experimental groups. ns: not significant, **** *p* < 0.0001 by t-test, Error bars represent SD, *n* = 20–26 fields per group. In each field, the number of total cells is approximately 150–350. **F** Heatmap of RNA-seq data showing the expression levels of the Rif1-bound MERVL loci that are derepressed upon Rif1 depletion (*n* = 66) and their corresponding expression levels in mESCs after Pcgf6 knockdown. A fraction of these MERVL loci (*n* = 48) becomes activated in Pcgf6 KD mESCs. The color bar denotes the Log_2_(CPM + 1). **G** Schematic model of Rif1 as a new auxiliary component of the PRC1.6 complex

## Discussion

Comprehensive characterization of the regulatory network driving the dynamic changes of differentiation potentials is of the utmost importance for the decoding of cell fate decisions. With the increasing number of nodes being identified, a complete genetic circuit underpinning the transitions between pluripotency and totipotency is on the horizon (Fu et al. 2020; Fu et al. 2019b; Genet and Torres-Padilla 2020; Le et al. 2020). In this report, we identified a module consisting of Rif1 and PRC1.6 required for the inhibition of the 2C-like totipotent state (Fig. 7G). The Rif1-PRC1.6 module can be involved in the coding of the default developmental trajectory of embryonic cells. When the activators such as DUX are no longer in place, this default program ensures the accuracy and unidirectionality of differentiation. Consistent with this, both Rif1 and Mga in the PRC1.6 complex have been reported to limit mESCs to acquire extraembryonic cell fates (Qin et al. 2021; Zhang et al. 2022). Given their relatively high mRNA abundance in the 2C stage embryo as well as the spontaneously arisen 2C-like cells, the activity of this module is probably harnessed at the protein level. Interestingly, in mice 2C stage embryos, *Rif1*-derived polypeptides are mainly in truncated forms that are likely nonfunctional, and then the full-length Rif1 protein gradually increases as embryos develop to the morula stage (Yoshizawa-Sugata et al. 2021), coinciding with the straitening of cell fate potential. Additionally, protein SUMOylation, which has been implicated in the regulation of 2C-like totipotent state, can modify both Rif1 and PRC1.6 components (Kumar and Cheok 2017; Theurillat et al. 2020). It is plausible that SUMOylation plays a crucial role in controlling the activity of the Rif1-PRC1.6 module.

The non-canonical PRC1 is heterogeneous and encompasses several subcomplexes with distinct molecular compositions (Gao et al. 2012; Schuettengruber et al. 2017). Consistent with previous findings, we were unable to induce 2C-like cells by knockdown of Pcgf1–5 (Fig. 7A-C), suggesting that other ncPRC1 subcomplexes have a limited contribution to totipotency (Rodriguez-Terrones et al. 2018). The PRC1.6 complex comprises Pcgf6, the two core subunits RYBP and RNF2 that are shared among other ncPRC1 subcomplexes, and subunits that are specific to the PRC1.6 including L3mbtl2, Mga, Max, E2F6, and DP1. The genomic targeting of the PRC1.6 complex is cell type- and context-dependent, with combinatorial contributions from Mga-Max, E2F6-DP1, and L3mbtl2 (Huang et al. 2018; Scelfo et al. 2019; Stielow et al. 2018; Uranishi et al. 2021). We uncovered a novel interaction between Rif1 and PRC1.6, which is important for the effective targeting of PRC1.6 to a certain group of genomic loci involved in the control of fate potential in mESCs, further increasing the complexity of its genomic recruiting mechanisms. The functional differences of the PRC1.6 complex resulted from these distinct recruitment mechanisms are of interest to be elaborated in the future. The PRC1.6 complex inhibits premature differentiation of mESCs by repressing germ cell-related genes (Dahlet et al. 2021; Endoh et al. 2017; Liu et al. 2020; Maeda et al. 2013; Mochizuki et al. 2021; Suzuki et al. 2016; Uranishi et al. 2021), and loss of Max results in meiotic entry even in mESCs (Suzuki et al. 2016). Similar to that of Pcgf6, we found downregulation of Rif1 also caused mis-regulation of genes in meiosis-related pathways (Fig. 2D), suggesting that Rif1 can be involved in the control of meiosis onset as well.

Rif1 by itself bears multiple molecular functions, including recognition of G-quadruplex (Kanoh et al. 2015; Masai et al. 2019; Masai et al. 2018), regulation of telomeres (Dan et al. 2014; Hafner et al. 2018; Hardy et al. 1992; Shubin et al. 2021), control of replication timing (Cornacchia et al. 2012; Foti et al. 2016; Gnan et al. 2021; Klein et al. 2021; Yamazaki et al. 2013; Yamazaki et al. 2012), repair of DNA DSBs (Chapman et al. 2013; Gupta et al. 2018; Mirman et al. 2018; Noordermeer et al. 2018), and decatenation of DNA bridges during cytokinesis (Bhowmick et al. 2019; Hengeveld et al. 2015; Zaaijer et al. 2016). Rif1 protein contains two major conserved domains: the N-terminal HEAT-repeats and the C-terminal conserved region. The N-terminal domain is necessary for DNA damage repair, regulation of telomere length, and inhibition of *MERVL* expression (Escribano-Diaz et al. 2013; Li et al. 2017; Shubin et al. 2021; Yoshizawa-Sugata et al. 2021). In addition, the interactions between Rif1 and Setdb1, EZH2, and other methyltransferases also depend on the HEAT-repeats domain (Li et al. 2017). Both the N-terminal and C-terminal regions can bind to G-quadruplex and may be required for stimulation of non-homologous end joining DNA repair (Alavi et al. 2021; Moriyama et al. 2018). The C-terminal region of Rif1 harbors the protein phosphatase 1 (PP1)-binding motifs, which are essential for replication timing and nuclear organization (Alavi et al. 2021; Gnan et al. 2021). Knockdown of Rif1 resulted in a much stronger activation of *MERVL* relative to Pcgf6 (Fig. 7D-F), indicating that it could affect the totipotent state in more than one way. Its interactions with multiple histone methyltransferases such as Setdb1 are likely contributing to this regulation (Li et al. 2017). Interestingly, the PRC1.6 complex collaborates with Setdb1 to achieve precise temporal repression of germline genes in embryonic cells (Mochizuki et al. 2021). Rif1 could be the hub protein orchestrating the dynamic interactions between these different epigenetic machineries to regulate the totipotency genetic circuit. Besides, the 2C embryos, as well as the 2C-like mESCs, undergo rapid telomere lengthening through Zscan4-dependent recombination (Dan et al. 2017), which might involve Rif1’s telomeric function. More intriguingly, the induction of *DUX* and the 2C-like program requires the DNA damage response pathway and the activation of P53 (Atashpaz et al. 2020; Grow et al. 2021), and the 2C marker Zscan4 can bind microsatellite DNA to protect the fragile genomic regions from DNA damage (Srinivasan et al. 2020). It is possible that Rif1 can influence the totipotency via its central function in DNA damage response. Future studies are needed to interrogate this mysterious relationship between DNA damage response and the acquisition of the totipotent fate potential, which could be vital for the development of a better and safer reprogramming protocol of totipotent stem cells for regenerative medicine.

## Conclusions

Our study reported a novel interaction between Rif1 and the non-canonical PRC1.6 complex. Downregulation of Rif1 or members in the PRC1.6 complex resulted in similar transcriptomic changes in mESCs. Rif1 mainly interacted with the Pcgf6 subunit of the PRC1.6 complex, strengthening its integrity. Moreover, Rif1 contributed to the genomic targeting of PRC1.6 to a group of loci, and depletion of either Rif1 or Pcgf6 activated many 2C genes and endogenous retroviral element *MERVL*, suggesting that the Rif1-PRC1.6 module plays an essential role in controlling the cell fate potential of mESCs.

## Methods

### Cell cultures

E14 mouse embryonic stem cells (mESCs) were obtained from the American Type Culture Collection (ATCC). Genetically engineered mESCs, including *Rif1*-CKO, HA-*Rif1* KI, HA-*Pcgf6* KI, HA-*Mga* KI, and 2C::tdTomato reporter cell lines were constructed and cultured in gelatin-coated plates using high-glucose Dulbecco’s modified Eagle’s medium (DMEM, HyClone, SH3002202b) supplemented with 15% ESC-qualified fetal bovine serum (FBS, Vistech, SE200-ES), 0.1 mM 2-mercaptoethanol (Sigma, m3148), 1× non-essential amino acids (NEAA, Gibco, 11140050), and 1000 U/mL of LIF (Millipore, ESG1107). For maintenance, mESCs were cultured in the serum-free ESGRO medium (Millipore, sf001–500p). The U2OS-*LacO* cells (kindly provided by Professor Xuebiao Yao) and HEK293T cells were maintained in high-glucose DMEM supplemented with 10% FBS (Vistech, SE100-B). All cell lines were tested for mycoplasma contamination, and cultured at 37 °C in a humidified incubator containing 5% CO_2_.

### Generation of genetically engineered mESCs

The CRISPR-Cas9 system was used to construct the genetically edited mouse embryonic stem cell lines. The HA-*Rif1* KI cell line was generated in our previous study (Li et al. 2017). For the generation of other HA-tag KI mESCs (HA-*Pcgf6* and HA-*Mga*), the specific guide RNAs (gRNA, Supplementary Table 5) were designed and inserted into the pX330 plasmid. The gRNA plasmid and plasmids containing the homologous recombination (HR) donor sequences (Supplementary Table 5) were co-transfected into E14 mESCs using Lipofectamine 2000 (Invitrogen, 11,668,019). The transfected cells were then replated and individual colonies were picked and screened by PCR. Correctly targeted clones were then amplified and re-screened by Western blot with anti-HA antibody (CST, 3724S). The *Rif1*-CKO cell line was generated as previously described (Li et al. 2017). Briefly, the gRNA plasmid and homologous recombination (HR) donor sequences assembled by inserting two LoxP sites at introns 4 and 7 were co-transfected into Rosa26 CreERT2 mESCs using Lipofectamine 2000 (Invitrogen, 11,668,019). The transfected cells were then replated and individual colonies were picked and screened by PCR. *Rif1*-CKO was initiated with 0.2 μM 4-OHT (Sigma, H6278) for 2 days.

### Plasmids construction and transfection

Primers and oligos used in this study were listed in Supplementary Table 5. For pLKO.1 shRNAs, complementary single-stranded oligos were annealed and cloned as suggested by the RNAi consortium (the BROAD Institute). The *Rif1* full length and truncation fragments were PCR amplified and cloned into pCDNA5-GFP and pHAGE-HA vectors. The cDNA of *Pcgf1–6, RNF2*, *RYBP, Max, E2F6,* or *L3mbtl2* was cloned into the pDsRedC2-LacI and pCDH-CMV-Flag vectors. For lentivirus preparation, HEK293T cells were plated at a density of 2.5 × 10^7^ in 100 mm Petri dishes and cultured overnight. The pLKO.1 shRNA plasmid was co-transfected with the packaging plasmids pPAX2 and pMD.2G using Polyethylenimine Linear (PEI, Polysciences, 24,765). The medium was changed after 8 h, and the viral supernatants were collected 48 h and 72 h post-transfection. For transient expression, cells were transfected using Lipofectamine 2000 (Invitrogen, 11,668,019).

### Immunoprecipitation

Cells were washed with cold DPBS (Biological Industries) for 3 times then harvested and lysed with lysis buffer (50 mM Tris, 150 mM NaCl, 0.5% NP40, 5 mM ethylene diamine tetraacetic acid (EDTA), pH 7.5) supplemented with protease inhibitor cocktail (Sigma, P8340) and phenylmethylsulfonyl fluoride (PMSF, Sigma, P7626) on ice for 1 h. After centrifugation at 17000 g for 40 min at 4 °C, the supernatants were incubated with anti-HA Affinity Matrix (Roche, 11,815,016,001) or anti-Flag M2 Affinity Gels (Sigma, A2220) overnight at 4 °C. The beads were then washed with lysis buffer for 5 times and boiled in sample buffer (50 mM Tris, 2% (w/v) sodium dodecyl sulfate (SDS), 10% (v/v) glycerine, 1% (v/v) 2-mercaptoethanol, 0.01% (w/v) bromophenol blue) at 95 °C for 10 min to elute the protein complex. The concentration of protein was determined using BCA assay (Beyotime, P0009).

### Western blot

Cells were washed with cold DPBS for 3 times, lysed in 2× Laemmli buffer (2% SDS, 20% glycerol, and 125 mM Tris-HCl, pH 6.8) supplemented with protease inhibitor cocktail, and then boiled at 95 °C for 10 min. The protein was separated by SDS-PAGE gel and transferred onto the PVDF membrane (Millipore, IPVH00010). The membrane was then blocked with 5% non-fat milk at room temperature for 1 h and incubated with the indicated primary antibody overnight at 4 °C. After washing with PBST for 3 times, the membrane was incubated with appropriate secondary antibodies (1:10000, Thermo Fisher Scientific) at room temperature for 1 h. The signal was then detected with ECL substrates (Millipore, WBKLS0500). Antibodies used in this study were: anti-HA (CST, 3724S), anti-Flag (CST, 14793S), anti-Rif1 (Abcam, ab13422), anti-Pcgf6 (Lifespan, LS-C158553–400), anti-RNF2 (Active Motif, 39,663), anti-RYBP (Santa Cruz, sc-374,235), and anti-H2AK119ub (CST, 8240S).

### LacO-LacI induced colocalization assay

The pCDNA5-GFP plasmid was co-transfected with pDsRed-LacI plasmid into *LacO*-U2OS cells (with Lac operator array inserted) using Lipofectamine 2000 (Invitrogen, 11,668,019). The medium was changed after 8 h, and the cells were harvested 36 h after transfection. The cells were washed with DPBS for 3 times, fixed in 4% PFA at room temperature for 10 min, and then rinsed in DPBS for 3 times. The cells were stained with DAPI (Sigma, D9542) diluted in PBST (DPBS with 0.05% Triton X-100) for 5 min and washed 3 times with PBST before mounting in SlowFade Diamond mountant (Thermo, S36963). Images were then collected on the Zeiss LSM880 confocal system. The images were analyzed and measured with ZEN 2 blue v2.3 (Zeiss). All experiments were performed three or more times, and representative results were shown.

### Preparation of nuclear extracts and gel filtration

Control mESCs treated with DMSO or *Rif1*-CKO mESCs treated with 4-OHT (0.2 μM) for 2 days were cultured for another 2 days after treatment. The cells were washed with cold DPBS and scraped off from 100 mm Petri dishes. The nuclear extracts were prepared as previously described (Méndez and Stillman 2000). Briefly, the cells were extracted in cytosolic lysis buffer (10 mM HEPES, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, and 1 mM DTT) supplemented with protease inhibitor cocktail (Sigma, P8340) and PMSF (Sigma, P7626) on ice for 10 min. Triton X-100 was then added to a final concentration of 0.1%. Cells were incubated on ice for another 5 min, and nuclei were collected by centrifugation at 1300 g for 4 min at 4 °C. The nuclei were washed once with cytosolic lysis buffer and extracted by nuclear lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 1% NP40) supplemented with protease inhibitor cocktail and PMSF on ice for 10 min. The precipitates were removed by centrifugation at 17000 g for 10 min. The supernatant nuclear extracts were quantified by BCA assay (Beyotime, P0009) and used for gel filtration. For gel filtration, a superdex 200 increase 10/300 GL column (Cytiva, 28,990,944) pre-equilibrated in 50 mM Tris pH 8.0 and 150 mM NaCl was used. 500 μL of mESCs nuclear extracts containing 2 mg protein were loaded and 250-μL fractions were collected on an automated protein purifier (Union-Biotech, UEV 25 L). The input extract and fractions were then examined by Western blot.

### Analysis of 2C::tdTomato reporter mESCs

2C::tdTomato reporter mESCs were infected with lentiviruses carrying different shRNAs. The cells were then selected with Puromycin (2 μg/mL) for 2 days. Images were collected on MSHOT microscope with a 20x objective using MSHOT Image Analysis System v1.5.3 (MSHOT). To calculate the proportion of tdTomato-positive cells, we selected fields with 150–350 cells and counted the total cell number and the number of tdTomato-positive cells in each field. All experiments were performed three or more times, and representative results were shown.

### RNA isolation, qPCR, and RNA-seq

Total RNA was isolated from cells using the GeneJet RNA purification kit (Thermo Scientific, k0731), and 1 μg total RNA was reverse transcribed to generate cDNA using the PrimeScript RT reagent Kit (Takara, RR037A). The cDNA was then used as templates and qPCR analyses were performed using the SYBR Green qPCR Master Mix (Solomon Bio, QST-100) on the QuantStudio 3 Real-Time PCR system (Applied Biosystems). Primers used in qPCR experiments were listed in Supplementary Table 5. For RNA-seq, libraries were prepared from two biological replicates using the TruSeq RNA Sample Prep Kit and sequenced on the NextSeq (Illumina).

The RNA-seq data was subjected to quality check and adapter trimming by Trim Galore v0.6.4_dev and mapped to the mm9 reference genome using STAR v2.7.2d (Dobin et al. 2013). Reads summarization for genomic features was performed using featureCounts v2.0.0 (Liao et al. 2014). Reads normalization and differential expression were determined by DESeq2 v1.34.0 (for duplicate samples) and edgeR v3.36.0 (for single sample) (Love et al. 2014; Robinson et al. 2010). Batch effect correction was done using R package sva v3.20.0 (Leek et al. 2012). Pearson correlation coefficient among different samples was calculated using pre-determined fold changes (vs. control/wild type) by stats v4.1.3 in R. GO enrichment analysis was conducted using the enrichGO function in R package clusterProfiler v4.2.2 (Wu et al. 2021). Gene set enrichment analysis (GSEA) was performed with GSEA v4.2.3 (Subramanian et al. 2005). The 2C gene set was adopted from our previous study (Li et al. 2017).

### ChIP-seq

ChIP-seq was performed as described previously (Wang et al. 2014). Briefly, mESCs of 80–90% confluency were crosslinked with a final concentration of 1% formaldehyde for 10 min at room temperature, and then quenched by the addition of 125 mM glycine. The cells were then rinsed twice with ice-cold DPBS, and harvested by scraping using silicon scraper. The supernatant was discarded after spinning at 1350 g for 5 min at 4 °C, and the pellet was lysed with lysis buffer A (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.5% NP-40, 0.25% Triton X-100, 10% glycerol and protease inhibitor cocktail), incubated at 4 °C for 10 min with rotating, and collected by spinning at 1350 g for 5 min at 4 °C. Cells were then resuspended in lysis buffer B (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, and protease inhibitor cocktail), and incubated at room temperature for 10 min. The nuclei were then pelleted by spinning at 1350 g for 5 min at 4 °C. The pellet was resuspended with lysis buffer C (10 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-Deoxycholate, 0.5% N-lauroylsarcosine, and protease inhibitor cocktail), incubated for 15 min on ice, and transferred into Covaris microTUBEs. The DNA was sonicated to 200 bp fragments using Covaris S220 (duty cycle: 10%; intensity: 5; cycles/burst: 200; duration: 195 s). After sonication, a final concentration of 1% Triton X-100 was added and gently mixed by pipetting. The chromatin solution was clarified by spinning at 12000 rpm at 4 °C for 10 min. 50 μL of supernatant from each sample was reserved as input and the rest chromatin solution was incubated with the indicated primary antibodies (anti-HA (for Pcgf6, CST, 3724S), anti-RNF2 (Active Motif, 39,663), and anti-H2AK119ub (CST, 8240S)) overnight at 4 °C. The magnetic beads (Thermo, 88,803) were added after blocking in the block buffer (0.5% (w/v) RNase/DNase-free BSA in 1 × PBS), and incubated with chromatin solution and antibodies for 4 h at 4 °C. The immunoprecipitant was then washed 5 times with wash buffer (50 mM HEPES-KOH, pH 7.6, 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-deoxycholate). The DNA was then eluted with Elution Buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS). To reverse the crosslinks, samples were incubated at 65 °C overnight. The RNA was digested with a final concentration of 1 mg/mL RNases A at 37 °C for 1 h, and the proteins were degraded subsequently with a final concentration of 0.5 mg/mL Proteinase K at 55 °C for 2 h. The immunoprecipitated DNA was then extracted with AMPure beads according to the manufacturer’s instructions (Beckman, A63881). For ChIP-seq, 1 ng precipitated DNA or input was used to generate the DNA library using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S). The libraries were sequenced by Next-Seq (Illumina).

The adapters and low-quality bases in the ChIP-seq raw data were removed using Trim Galore v0.6.4_dev, and the ChIP-seq reads were mapped to the mm9 genome using Bowtie2 v2.3.5.1 (Langmead and Salzberg 2012). Samtools v1.10 (Li et al. 2009) was used to filter and convert file formats, and MarkDuplicates v4.1.4.1 (Picard) was used to tag and remove the PCR duplicate reads (McKenna et al. 2010). The duplicates were removed using the “--REMOVE_SEQUENCING_DUPLICATES” option. ChIP-seq peaks were called using MACS2 v2.2.6 (Zhang et al. 2008). Visualization of genomic data was achieved by deepTools2 v3.3.1 and IGV v2.8.4 (Ramirez et al. 2016; Robinson et al. 2011). For the repetitive elements, the reads were aligned to the mm9 genome assembly using STAR v2.7.2d with the options ‘--alignIntronMax 1 --alignEndsType EndToEnd’ as previously reported (Madsen et al. 2020). The parameter ‘--outFilterMultimapNmax 1’ was applied to include only the uniquely mapped reads. Duplicate reads were then removed using MarkDuplicates from gatk package v.4.1.4.1. Replicate samples were merged using the samtools v1.10.

### Quantification and statistical analysis

Three or more independent experiments were performed for each analysis. Statistical analysis was done using GraphPad Prism v8.2.1. *p* values < 0.05 were considered to be statistically significant (ns, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001). *n* represented biological replicates, and error bars represented the SD.

## Additional files

Additional file 1: **Fig. S1.** Correlation in transcriptional changes caused by downregulation of Rif1 or PRC1 components. A Scatter plot comparing the Fold Changes (FC) of gene expressions between Rif1 or RNF2 depleted mESCs. B Scatter plot comparing the FC of repetitive elements between Rif1 or RNF2 depleted mESCs. C-D Scatter plots comparing the FC of the expression of genes or repetitive elements between Rif1 or Pcgf6 depleted mESCs. The Pearson correlation coefficient (r) and the *p*-value are shown.

Additional file 2: **Supplementary Table 1.** The expression foldchanges of coding genes and repetitive elements.

Additional file 3: **Supplementary Table 2.** Summary of gene ontology (GO) analysis.

Additional file 4: **Supplementary Table 3.** Rif1, Pcgf6, RNF2, and H2AK119ub ChIP-seq peaks in mm9 genome.

Additional file 5: **Supplementary Table 4.** RNA-seq expression levels in Rif1 CKO and Pcgf6 KD mESCs.

Additional file 6: **Supplementary Table 5.** Sequences for primers, shRNAs, gRNAs and donors.

## Data Availability

The public datasets and that generated during the current study are listed in the tables below. All ChIP-seq (GSE203304) and RNA-seq (GSE203305) data in this paper are accessible at GEO: GSE203306 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203306). Source codes and analysis pipelines have been uploaded to the GitHub pages (https://github.com/jlchen5/CELR-D-22-00015). All the plasmids and materials used in this study are available upon reasonable request.

## Abbreviations

mESCs: Mouse embryonic stem cells
2C: 2-cell
MERVL: Mouse endogenous retrovirus L
NHEJ: Non-homologous end joining
DSBs: DNA double strand breaks
PPI: Protein-protein interaction
GSEA: Gene set enrichment analysis
ICM: Inner cell mass
FC: Fold Changes
NES: Normalized enrichment scores
CKO: Conditional knockout
KI: Knock-in
GO: Gene ontology
LTR: Long terminal repeat
ChIP-seq: Chromatin immunoprecipitation followed by sequencing
RNA-seq: RNA sequencing

How the deposited data were processed for this re-analysis (not part of the article)

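RNA-seq libraries of Rif1 CKO, shPcgf6, shRNF2, shMax and WT mESCs were analyzed, 10 libraries in 5 groups of 2 biological replicates. The authors deposited a table of counts per gene for 24996 genes. They state that reads were trimmed with Trim Galore 0.6.4, aligned to mm9 with STAR (version 2.7.2d in the paper, 2.7.1a in the submitters' notes) and summarized with featureCounts 2.0.0. For the gene counts, the paper's text does not name the strand setting or the treatment of reads that map to several places. The deposited values are whole numbers without normalization. The paper names DESeq2 1.34.0, edgeR and sva 3.20.0 for its own comparisons.

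The counts were analyzed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with edgeR's filterByExpr, which left 11084 genes. Library sizes were scaled by TMM, and one quasi-likelihood model was fitted to all 5 groups, with a common dispersion of 0.0159 and 5 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, and genes of lists were counted as risen or fallen at an adjusted p under 0.05. CPM values are scaled by TMM. Each depletion was compared with WT, and the depletions with one another. With 2 libraries against 2, an exact permutation test cannot reach 0.05, so tests rest on the spread that the model shares across genes and groups. The shMax and the shRNF2 libraries varied little beyond counting, which lowers this spread. With each of these pairs summed, chosen after the data were examined, the common dispersion was 0.0266 with 3 residual degrees of freedom. Standard errors and adjusted p of all contrasts can therefore be too small.

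Library totals were 1294772 and 1230452 counts in Rif1 CKO, 1726980 and 1089524 in shPcgf6, 1279938 and 748024 in shRNF2, 1392849 and 2409993 in shMax and 911734 and 2034411 in WT. A floor of 3 counts over the group was used where a group had 0 counts, and ratios to groups with 1 to 3 counts carry a 95% counting interval. Floors and intervals cover counting error only. The procedure was tested on simulated data for Rif1 CKO against WT. At an adjusted p under 0.05 with no minimum fold, it found 48 of 49 genes with a 4-fold rise and 32 of 48 with a 2-fold rise. It also passed 8 of 10461 unchanged genes. The minimum fold used for calls was not part of this test.

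Overlaps count genes called in both comparisons in the same direction, beside the number that independent lists would share. Correlations are across genes. Since the comparisons share the WT libraries, 20 draws of unchanged groups were simulated against these libraries. The draws hold the spread between libraries, not a difference that both WT libraries carry against the other groups. Sets of genes were tested with limma's camera with a preset correlation of 0.01 between genes, adjusted over the lists, and again with an estimated correlation. The 16 lists were 2C genes, pluripotency, germline and meiosis, PRC1.6 subunits, other PRC1 subunits, repressors and activators of the 2C-like state, polycomb-repressed developmental regulators, markers of trophectoderm, primitive endoderm, neural cells and fibroblast feeders, genes abundant in every cell, p53 targets, interferon-stimulated genes and the integrated stress response. The lists, tests, thresholds and alternative settings were fixed before the data were examined, but after the paper's Table S1 and part of Table S4 had been read. Both hold values from these same libraries.

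Genes were named by a rule: every measured gene that the paper names, the 10 largest rises and 10 largest falls of each comparison with WT among called genes with a mean of at least 50 counts and libraries that do not overlap (without symbols that are only serial numbers), up to 4 members with the smallest adjusted p of each list, and the 10 genes with the largest change shared by Rif1 CKO, shPcgf6 and shRNF2. Alternatives were DESeq2 size factors, DESeq2 in place of edgeR, no filter, other thresholds, a replicate block, each replicate left out, only the groups compared, rank correlation and fry. Figures were drawn with matplotlib. ChIP-seq, repetitive elements and libraries of other studies are not in the deposited table. The paper's Table S1 was used for correlations alone.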

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

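The test of the genes next to Hprt was set before its result was seen, and the other tests in this part were chosen after the results they address were seen.

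Hprt is a signal in a gene that the paper does not discuss. Its log2 fold changes against WT were -8.41 in shPcgf6, -7.99 in shRNF2 and -7.66 in shMax, and it was as abundant in Rif1 CKO as in WT within the replicate spread. A lost stretch of the X chromosome around Hprt would lower its neighbors, but the 10 nearest tested X-linked genes had a median log2 fold change of -0.49, with Ccdc160 at -2.72 (and at -2.17 in Rif1 CKO), Gpc3 at -1.29, Xlr at -1.11, Fam122b at -0.75 and Phf6, which lies between Ccdc160 and Hprt, at -0.25, which argues against a loss that reaches all of them and leaves a loss within Hprt open. A lower X chromosome dosage is argued against by a median difference between X-linked and autosomal genes of 0.04. shRNA libraries made from another subline of ES cells than the WT and Rif1 CKO libraries stay open, since 89 further genes were called in the same direction in all 3 shRNA groups against both WT and Rif1 CKO and the design does not separate a subline from what the knockdowns share. E14TG2a, a widely used ES cell line, is known to lack Hprt. The paper names E14 cells from ATCC, and states that its Rif1-CKO line was made in Rosa26 CreERT2 mESCs. Its text does not say which line the shRNA and WT libraries came from.

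Primitive endoderm markers differed between groups, with median log2 fold changes of Rif1 CKO of -3.38 against shPcgf6, -4.57 against shRNF2 and -3.50 against shMax (adjusted p = 0.0289, 0.00798 and 0.0196 with an estimated correlation). A difference in subline, culture or infection that all shRNA libraries share cannot be told apart from the knockdowns as the whole cause, because 11 of 17 tested markers were higher in shRNF2 than in shMax and 0 lower, with Dab2 at 273 ± 2.45 CPM (SD, n = 2) against 43.2 ± 0.783 CPM, but 5 of 18 were higher with each pair of libraries summed, and the median difference of 0.88 did not hold with an estimated correlation (adjusted p = 0.102). The libraries of these pairs varied by a chi-square per gene of 1.62 and 1.98 for genes with at least 1000 counts, against 9.12 or more in the other groups, so whether they measure the spread between cultures is open. Differentiated endoderm cells in the shRNA cultures cannot be told apart from derepression in the mESCs themselves after the loss of PRC1 subunits, since both would raise the markers, of which 14 of 17 rose in every shRNA group.

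2C genes differed between groups, with 38 of 40 higher in Rif1 CKO than in shPcgf6 (adjusted p = 0.305 with an estimated correlation), and they were higher in all 3 shRNA groups than in WT. Between shRNF2 and shMax the median log2 difference was 2.25. Of 40 genes, 36 were higher in shRNF2, and 34 of 41 with each pair of libraries summed. A difference that all shRNA libraries share would not by itself give this gap. The list's call was lost with an estimated correlation (adjusted p = 0.107), and these pairs varied little beyond counting, so a difference between single cultures is not excluded. The gap also leaves open whether a shared difference lies behind the rise over WT in all 3 groups. Reads shared between paralogs are argued against as the whole cause, since 11 of 14 2C genes with a name of their own outside the Zscan4, Usp17l, Tdpoz and Eif1a-like families rose in all 3 shRNA groups. A stricter set of 8 genes with no paralog in the list, chosen after the values were seen, had 6 that rose. What part of the rise in shPcgf6 comes from the knockdown and what part from the comparison with WT cells, whose treatment is not stated, was not tested.

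Further results differed between groups or lie in genes that the paper does not discuss. The p53 targets had a median log2 fold change of -1.57 in shPcgf6 against shMax (adjusted p = 1.19e-10, and adjusted p = 0.191 with an estimated correlation), and the trophectoderm markers of -2.08 in Rif1 CKO against shMax (adjusted p = 4.3e-07, and adjusted p = 0.0196 with an estimated correlation). In shMax against WT, the imprinted genes H19 and Igf2 had log2 fold changes of 7.02 and 6.54, and Xist, the RNA that coats the inactive X chromosome, of 5.89.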

How the results depend on the processing

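The summing of the shMax and of the shRNF2 libraries, DESeq2 on the groups compared, shMax in place of WT, a WT library of its own for each comparison and the polycomb list without its primitive endoderm markers were chosen after the data were examined. No result that has a direction reversed. Across the comparisons, 253 of 345 values were labeled unchanged, 88 moved and 4 lost a call. A count of genes was labeled unchanged when it stayed within a set factor of the main count, so it can still differ from it. Such a count has no direction and could not reverse. Of 604 values for the other gene lists, 562 kept their side, 27 lost and 15 gained a call, and of 5967 for named genes 5585 kept theirs, 305 lost and 77 gained a call. The causes of the changes below were not tested, except that fewer libraries or a looser threshold change counts by construction. Where a group is left with 1 library, it is assumed to vary like the others.

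Called genes without a minimum fold were 3427 in Rif1 CKO, 3236 in shPcgf6, 2790 in shRNF2 and 3489 in shMax against WT, and 3452, 1444 and 3220 in Rif1 CKO against shPcgf6, shRNF2 and shMax and 581 in shPcgf6 against shRNF2. At an unadjusted p under 0.05 and a fold change above 1.5 they were 3796, 3689, 3343, 3760, 3906, 2426, 3566 and 1876 in the same order. With DESeq2 on the groups compared they were 1254 in Rif1 CKO, 887 in shPcgf6 and 1076 in shRNF2 against WT, 951 and 437 in Rif1 CKO against shPcgf6 and shRNF2, and 132 in shPcgf6 against shRNF2. With shMax and shRNF2 libraries summed, 560 genes were called in Rif1 CKO against shRNF2 and 129 in shPcgf6 against shRNF2.

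Overlaps of Rif1 CKO with shPcgf6, shRNF2 and shMax and of shPcgf6 with shRNF2 were 1473, 1722, 1609 and 1766 without a minimum fold, and 423, 590, 502 and 567 with DESeq2 on the groups compared. Genes called in Rif1 CKO, shPcgf6 and shRNF2 were 1190 and 363 under these settings. With shMax in place of WT, the overlap of Rif1 CKO was 261 with shPcgf6 and 397 with shRNF2, and the correlation 0.0454 and 0.282. With a WT library of its own for each comparison, in both orders, the correlations of Rif1 CKO were 0.629 and 0.618 with shPcgf6, 0.713 and 0.676 with shRNF2 and 0.603 and 0.573 with shMax, and that of shPcgf6 with shRNF2 was 0.768 and 0.741. In 1 of these orders, the overlaps of shPcgf6 with Rif1 CKO (556) and with shRNF2 (694) moved as well. Without a filter the 4 correlations were 0.598, 0.639, 0.575 and 0.686, and as Spearman's rho 0.518, 0.642, 0.557 and 0.745. Over genes called in either, they were 0.818 for Rif1 CKO with shRNF2 and 0.701 with shMax.

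With an estimated correlation the adjusted p of the 2C genes was 0.101 in Rif1 CKO, 0.0997 in shPcgf6, 0.0934 in shRNF2 and 0.0934 in shMax, and 0, 1, 2 and 1 lists passed. With fry 7 lists passed in Rif1 CKO and 9 in shRNF2.

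Leaving out each replicate, called genes ranged from 1160 to 1534 in shRNF2 against WT, 957 to 2600 in Rif1 CKO against shPcgf6, 460 to 1168 in Rif1 CKO against shRNF2 and 92 to 1140 in shPcgf6 against shRNF2. Correlations ranged from 0.585 to 0.78 for Rif1 CKO with shPcgf6, 0.708 to 0.829 with shRNF2, 0.608 to 0.752 with shMax, and 0.73 to 0.897 for shPcgf6 with shRNF2. With a replicate block 1754 genes were called in shRNF2 against WT. Replicate numbers gave no clear sign of pairing, as deviations of libraries with the same number correlated at -0.0615 to 0.133 over 10 pairs of groups. The highest value was that of Rif1 CKO and shPcgf6. Most pairs include shMax or shRNF2, whose libraries varied little beyond counting, so a pairing is not excluded. Simulated genes were counted at an adjusted p under 0.05 with no minimum fold. Of those at 0.5 times their level, 21 of 48 passed in Rif1 CKO, 25 of 48 in shPcgf6, 22 of 49 in shRNF2 and 29 of 47 in shMax. Of those at 2 times, 32 of 48, 34 of 49, 31 of 50 and 30 of 50 passed.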

Differences from the paper's values

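The paper counts 1148 differentially expressed genes after RNF2 knockdown, and 1783 were called here. The thresholds used are those of the legend of Fig. 1G, an adjusted p under 0.05 and an absolute log2 fold change above 1. Of the alternatives set before the data were examined, DESeq2 (1338 genes), only the groups compared (1701) and each replicate left out (1160 to 1534) came within 1.5 times of the paper's value. DESeq2 size factors (1778), no filter (2125), a replicate block (1754), no minimum fold (2790) and an unadjusted p with a fold change above 1.5 (3343) did not. DESeq2 on the groups compared (1076) and summing the shMax and shRNF2 libraries (1456) also came within it and were chosen after the values were seen. The share of genes called in the same direction in Rif1 CKO was smaller than in the paper. It was 844 of 1695 in shPcgf6 and 1041 of 1783 in shRNF2, where the paper counts 753 of 1138 and 719 of 1148. With DESeq2 on the groups compared, it was 423 of 887 and 590 of 1076.

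Over the genes of Table S1, the correlation of the log2 fold changes of Rif1 CKO and shMax was 0.821, and the paper's values in that table give 0.825, a difference larger than the spread of 0.0023 over pairs of single libraries. This spread leaves out the variation of the WT libraries, and without the second of these the correlation was 0.843. With DESeq2 fold changes it was 0.824, within that spread, and under the other alternatives it was not.

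The paper describes a cluster of 2C genes activated by the downregulation of Pcgf6 alone. In the list of 40 tested 2C genes used here, 0 were in that class, with 37 in both, 1 in Rif1 CKO alone and 2 in neither. With single libraries left out, the class of Rif1 CKO alone held 1 to 3 genes and that of both 35 to 37, and the class of Pcgf6 alone stayed at 0. The paper's list is longer.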

Other observations

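Lists that passed in shMax include p53 targets, trophectoderm markers and germline genes. Of 20 tested p53 targets, 14 rose and 1 fell in shMax (16 and 1 adjusted over the list alone; adjusted p = 1.71e-06, and adjusted p = 0.106 with an estimated correlation), with Mdm2, the p53 ubiquitin ligase, at 1085 ± 0.283 CPM (SD, n = 2) against 241 ± 26.3 CPM in WT. In shPcgf6, 1 rose and 8 fell (2 and 11 adjusted over the list alone; adjusted p = 0.00435, and adjusted p = 0.407 with an estimated correlation), and the list did not pass in Rif1 CKO (adjusted p = 0.224) or shRNF2 (adjusted p = 0.977). Of 11 trophectoderm markers, 7 rose in shMax (7 adjusted over the list alone; adjusted p = 0.000175, and adjusted p = 0.0707 with an estimated correlation), with the keratin Krt18 at 89.1 ± 4.77 CPM against 4.91 ± 1.68 CPM in WT, 35.3 ± 9.29 CPM in shPcgf6 and 53.5 ± 3.77 CPM in shRNF2. The list did not pass in Rif1 CKO (adjusted p = 0.795), shPcgf6 (adjusted p = 0.63) or shRNF2 (adjusted p = 0.218). Primitive endoderm markers moved in the same shMax libraries, with 14 of 17 risen in every shRNA group. Germline genes in shMax included Taf7l, a testis TFIID subunit, at 186 ± 2.04 CPM against 4.59 ± 0.745 CPM, and 24 of 43 rose and 4 fell (24 and 5 adjusted over the list alone; adjusted p = 2.49e-06, and adjusted p = 0.0707 with an estimated correlation). The germline list also passed in Rif1 CKO, shPcgf6 and shRNF2, and none of these calls held (adjusted p = 0.101, adjusted p = 0.0684 and adjusted p = 0.197 with an estimated correlation). H19, at 434 ± 20.2 CPM against 3.98 ± 3.00 CPM in WT, also rose in Rif1 CKO, to 11.6 and 13.3 CPM in the replicates, in shPcgf6, to 41 and 59.8 CPM, and in shRNF2, to 72.6 and 58.9 CPM. Nanog fell to 355 ± 13.3 CPM in shMax.

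Of 8 tested interferon-stimulated genes, 1 rose and 5 fell in Rif1 CKO (1 and 5 adjusted over the list alone; adjusted p = 0.0238, and adjusted p = 0.144 with an estimated correlation), and 0 rose and 4 fell in shMax (0 and 4 adjusted over the list alone; adjusted p = 0.0275, and adjusted p = 0.106 with an estimated correlation). They did not pass in shPcgf6 (adjusted p = 0.252) or shRNF2 (adjusted p = 0.214). Of 45 genes abundant in every cell, 22 rose and 1 fell in shPcgf6 (adjusted p = 4.84e-05) and 4 rose and 20 fell in shMax (adjusted p = 4.16e-05), and neither call held with an estimated correlation (adjusted p = 0.557 and adjusted p = 0.46). Their share of all counts ran from 4.52% to 8.37% of a library. Neural markers passed in shPcgf6 (4 of 9 rose, adjusted p = 0.0269, and adjusted p = 0.134 with an estimated correlation) and in shMax (5 of 9 rose, adjusted p = 0.00631, and adjusted p = 0.093 with an estimated correlation). Polycomb-repressed developmental regulators passed in shPcgf6 (5 of 15 rose, adjusted p = 0.00435, and adjusted p = 0.0997 with an estimated correlation) and in shMax (6 rose, adjusted p = 0.000551, and adjusted p = 0.0707 with an estimated correlation). Of these 4 are also primitive endoderm markers and rose in both, and without them 1 rose and 1 fell of 11 in shPcgf6 (adjusted p = 0.411) and 2 rose in shMax (adjusted p = 0.0938).

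Messenger RNA of PRC1.6 subunits did not move as a group in Rif1 CKO. Of 14 tested, 1 rose and 1 fell (0 and 0 adjusted over the list alone; adjusted p = 0.813). Hdac2, a histone deacetylase, had a log2 fold change of 0.50 (adjusted p = 0.0271) and Wdr5, a WD repeat subunit, of -0.43 (adjusted p = 0.0456), and both calls were lost with the shMax and shRNF2 libraries summed (adjusted p = 0.0831 and 0.208). Pcgf6 had a log2 fold change of 0.09 (adjusted p = 0.736) and Rnf2 of -0.05 (adjusted p = 0.856). Other PRC1 subunits (adjusted p = 0.813), repressors of the 2C-like state (adjusted p = 0.51) and the integrated stress response (adjusted p = 0.231) did not pass in Rif1 CKO either. Rif1 mRNA rose in shMax, to 1721 ± 9.05 CPM. Activators of the 2C-like state passed in Rif1 CKO (adjusted p = 2.56e-08), shPcgf6 (adjusted p = 1.54e-06), shRNF2 (adjusted p = 6.34e-07) and shMax (adjusted p = 9.9e-05), and not with an estimated correlation (adjusted p = 0.101, 0.0997, 0.0934 and 0.106). Some of these activators, such as Dux, are also in the 2C list, and the list without them was not tested.

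Table S1 also holds the paper's fold changes for Pcgf knockouts from another study, which share no library with the counts. Across its genes, those of the Pcgf6 knockout correlated at 0.786 with the log2 fold changes of Rif1 CKO computed here, and at 0.742 with those of shPcgf6, 0.75 with shRNF2 and 0.634 with shMax. For the knockouts of Pcgf1, of Pcgf2/4, of Pcgf3/5 and of Pcgf1/2/4, the correlation with Rif1 CKO was -0.377, -0.253, -0.37 and -0.189. Genes are not independent replicates. In the part of Table S4 in hand, 847 of 1998 genes lie above 50 counts, and all 847 equal the counts of a single gene of the deposited table in 6 libraries, within 0.0084 of a whole count, but 0 of them equal those of the gene whose symbol they carry. The first principal component held 38.2% of the variance and separated both WT libraries, at 73.03 and 66.2, from the others, the nearest of which was at 6.032.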
